# Factor-inhibiting HIF (FIH) promotes lung cancer progression

**DOI:** 10.1172/jci.insight.167394

**Published:** 2023-10-23

**Authors:** Ana García-del Río, Endika Prieto-Fernández, Leire Egia-Mendikute, Asier Antoñana-Vildosola, Borja Jimenez-Lasheras, So Young Lee, Adrián Barreira-Manrique, Samanta Romina Zanetti, Ander de Blas, Paloma Velasco-Beltrán, Alexandre Bosch, Ana M. Aransay, Asis Palazon

**Keywords:** Cell Biology, Cancer, Cellular immune response, Hypoxia

## Abstract

Factor-inhibiting HIF (FIH) is an asparagine hydroxylase that acts on hypoxia-inducible factors (HIFs) to control cellular adaptation to hypoxia. FIH is expressed in several tumor types, but its impact in tumor progression remains largely unexplored. We observed that FIH was expressed on human lung cancer tissue. Deletion of *FIH* in mouse and human lung cancer cells resulted in an increased glycolytic metabolism, consistent with increased HIF activity. *FIH*-deficient lung cancer cells exhibited decreased proliferation. Analysis of RNA-Seq data confirmed changes in the cell cycle and survival and revealed molecular pathways that were dysregulated in the absence of *FIH*, including the upregulation of angiomotin (*Amot*), a key component of the Hippo tumor suppressor pathway. We show that *FIH*-deficient tumors were characterized by higher immune infiltration of NK and T cells compared with FIH competent tumor cells. In vivo studies demonstrate that *FIH* deletion resulted in reduced tumor growth and metastatic capacity. Moreover, high FIH expression correlated with poor overall survival in non–small cell lung cancer (NSCLC). Our data unravel FIH as a therapeutic target for the treatment of lung cancer.

## Introduction

Lung cancer is the leading cause of global cancer-related death, with a low overall 5-year survival rate (1). Non–small cell lung cancer (NSCLC) is the most prevalent histological subtype of lung cancer, and there is an urgent medical need to both understand the biology of the disease and develop novel efficacious therapies (2, 3).

Immunotherapy, either alone or in combination with other therapies, promotes T cell function to improve clinical outcome. Checkpoint blockade with monoclonal antibodies attains significant responses in lung cancer, but only a fraction of patients is eligible or respond to immunotherapy (4, 5). The tumor microenvironment (TME) in solid tumors is known to limit T cell functionality through a variety of mechanisms (6, 7). Hypoxia is a common feature present in the TME of solid tumors, playing a key role in tumor progression and immunity (8). Cellular adaptation to hypoxia is regulated by hypoxia-inducible factors (HIFs), which are transcription factors that control pathways related to metabolism, proliferation, inflammation, survival, and angiogenesis, among others (9–13). For these reasons, several drug candidates targeting this pathway are being developed for the treatment of cancer (14).

The HIF molecular pathway is regulated by prolyl hydroxylases (PHDs) and the asparaginyl hydroxylase factor-inhibiting HIF (FIH). HIF accumulation and activity are regulated by posttranslational modifications that depend on the presence of O_2_. PHDs catalyze prolyl hydroxylation of HIF, triggering degradation by the action of the von Hippel-Lindau (VHL) E3 ubiquitin ligase complex and subsequent HIF ubiquitination and proteasomal degradation (15–17). The other main layer of regulation of HIF is mediated by FIH hydroxylation on a key asparaginyl residue (Asn803) (18). This enzymatic reaction suppresses HIF transcriptional activity by preventing its binding to the transcriptional coactivators p300/CBP (19–22). This reaction requires iron (Fe II), 2-oxoglutarate (2-OG), and molecular O_2_ (23, 24). In the presence of O_2_, PHDs and FIH are active, resulting in repression of the hypoxia pathway. When O_2_ levels drop, PHDs and FIH become catalytically inactive, resulting in the lack of hydroxylation of HIF, driving HIF accumulation, nuclear translocation, and downstream transcriptional activation (25). FIH requires more severe hypoxic conditions than the PHDs to become inactive (26–28).

FIH can hydroxylate asparagine residues on other proteins outside the HIF pathway (29), including members of the ankyrin repeat domain (ARD) protein family (30–33), such as NF-κB inhibitor α (Iκbα) (30, 34), Notch (31, 35), ASPP2 (32, 36), TRPV3 (37), ASB4 (38), and HACE1 (38, 39). Moreover, non–ARD-containing proteins have also been reported to be hydroxylated by FIH: Cezanne (OTUD7B) (40) and OTUB1 (41, 42).

FIH protein is found in both healthy and malignant tissues (43–45). In addition, FIH subcellular localization is mainly cytoplasmic (43) and, in some cases, can translocate to the nucleus associated with HIF (46). The most studied biological function of FIH is the regulation of metabolism in the context of adaptation to hypoxia (45, 47–49).

The impact of FIH in cancer biology remains largely unexplored. However, some studies have shown that FIH can influence tumor growth in a variety of cancers: renal cell carcinoma (50, 51), colon cancer (52–55), melanoma (53), breast cancer (39, 56), osteosarcoma (57), pancreatic endocrine tumors (58), glioblastoma multiforme (59), hepatocellular carcinoma (60), and NSCLC (61, 62). FIH has also been shown to influence vascular endothelial cell survival (63) and the metastatic process (64).

In this study, we investigated the role of FIH in lung cancer, demonstrating its protumorigenic nature and revealing it as a potential therapeutic target.

## Results

### FIH is expressed in lung cancer.

We first assessed the expression of FIH (*HIF1AN* gene) across different tissues and tumor types at the transcriptional level. *FIH* is found in a variety of healthy organs (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.167394DS1). Focusing on lung cancer, we interrogated the levels of *FIH* in lung solid tumors compared with healthy tissue, showing that *FIH* is present at the transcriptional level in both lung adenocarcinoma (LUAD) and lung squamous cell carcinoma (LUSC) (Supplemental Figure 1B). Additionally, *FIH* expression was confirmed in several lung cancer cell lines (Supplemental Figure 1C). With the objective of characterizing the intrinsic role of FIH in lung cancer cells, we selected a panel of human cell lines (A549, NCI-460, and NCI-H1581) and a murine cell line (Lewis lung carcinoma [LLC]). In both human and mouse cell lines, hypoxia induced the expression of HIF target genes (*VEGFA*, *PHD2*) but had no effect on the levels of expression of FIH at the transcriptional or protein levels, measured at different time points and O_2_ concentrations (Supplemental Figure 2, A–D). In order to confirm that FIH is present on lung tumor tissue at the protein level, we stained tissue microarrays from patients with lung cancer (*n* = 25), including LUAD (*n* = 9) and LUSC (*n* = 16), as well as normal tissue (*n* = 4). Figure 1A shows that FIH expression is abundant in both the cytoplasm and nucleus of lung cancer cells. We found that FIH is present in all lung tumor samples tested, with varying degrees of expression (Figure 1A and Supplemental Figure 3). In addition, FIH is mainly found in the cytoplasm of the lung cancer cells LLC, NCI-H1581, A549, and NCI-H460 (Supplemental Figure 4). These findings demonstrate that FIH is expressed in both normal and tumor lung tissues.

### FIH influences the metabolism of lung cancer cells.

Immunoblotting revealed that FIH protein is present in murine and human lung cancer cell lines (Figure 1, B and C). We then assessed the functional impact of *FIH* deletion on cellular metabolism and hypoxia adaptation. To that end, we first generated several *FIH*-KO or *FIH*-knockdown cell lines using CRISPR/Cas9 (Figure 1B) or short hairpin RNA (Figure 1C) methodologies, respectively. *FIH*-KO cells presented increased HIF activity, measured by a hypoxia-response element (HRE) luciferase reporter assay (Figure 1D and Supplemental 5A). *FIH* deletion increased the expression of HIF target genes that drive adaptation to hypoxia (*Vegfa*, *Bnip3*, *Phd2*, *Phd3)*, glucose metabolism (*Glut1*, *Hk2*, *Pgk1*, *Ldha*), and metabolic reprogramming (*Pdk1*) (Figure 1E). In addition, we showed that the observed increase in HIF transcriptional activity upon *FIH* deletion was accompanied by reduced levels of HIF-1α (HIF1A) under both normoxia and hypoxia (Figure 1F). Of note, hypoxia altered the expression of PHD2 and VHL, but *FIH* deletion had no affect on their total protein levels in either condition (Figure 1F). In order to study the metabolic consequences of *FIH* deletion, we assessed glucose consumption and lactate production in WT or *FIH*-KO cell lines after culture under normoxia or hypoxia for different time points. Loss of *FIH* increased cellular glucose uptake (Figure 1, G and H) and lactate production (Figure 1I), a phenotype that was more evident in hypoxia. Similar findings were observed with the human cell line NCI-H1581 (Supplemental Figure 5, A–D). Overall, these results demonstrate that FIH is a functional regulator of HIF activity in lung cancer cells.

### The absence of FIH in lung tumor cells impairs proliferation and promotes apoptosis.

We evaluated the effect of *FIH* deletion in tumor cell proliferation in vitro. Deletion of *FIH* resulted in a reduction of the proliferative capacity of lung cancer cells under both normoxia and hypoxia compared with WT cells (Figure 2A). We investigated whether deletion of *FIH* affected the cell cycle, as a potential driver of the observed reduction in cell proliferation. *FIH* deletion resulted in a higher number of LLC cells arrested at G2/M phase (Figure 2B) and accumulation of cell cycle inhibitors p21 and p27 (Figure 2C). We also found a dysregulation in the expression of key regulators of the cell cycle such as *Cdca3* and *Aurkb* (Figure 2D). Furthermore, *FIH* deletion caused a defect in cell survival, a phenotype that was exacerbated under hypoxia in terms of early and late apoptotic rates (Figure 2, E and F, and Supplemental Figure 6, A–C). In addition, we engineered LLC cells to overexpress *FIH*, without observing an effect on the proliferation rate (Supplemental Figure 7, A and B). Together, our data show that *FIH* deletion suppresses cell proliferation by inducing an arrest in the G2/M-phase and promotes apoptosis in lung cancer cells.

### FIH deletion in lung cancer cells results in changes at the transcriptional level.

We next investigated transcriptional changes governed by FIH by performing an RNA-Seq study in WT and *FIH*-KO LLC cells, cultured under normoxia or hypoxia. 

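LLC cells are a mouse Lewis lung carcinoma line, and the FIH-KO cells were derived from them with a CRISPR/Cas9 guide against Hif1an, the mouse gene for FIH, followed by single-cell dilution. RNA from WT and FIH-KO cells cultured for 16 hours at 21% O2 (normoxia) or 1% O2 (hypoxia) was sequenced, with 2 libraries in each of the 4 groups. The authors prepared stranded mRNA libraries, sequenced them paired-end, aligned the reads to GRCm39 with STAR and counted them per gene with HTSeq. The deposited values are these raw counts, without normalization. Between 14519731 and 18177016 reads per library were counted on genes, and the 10 genes with the most reads took between 4.91% and 5.96% of each library. Of the 53700 genes in the count table, 13933 passed edgeR's filterByExpr and were tested. Counts were scaled with TMM factors between 0.983 and 1.02, and all 8 libraries entered one quasi-likelihood model with a mean for each group. P values were adjusted by the Benjamini-Hochberg method over all tested genes in each comparison. Every log2 fold change of genotype is FIH-KO over WT, so a positive value is higher expression in FIH-KO cells.
The first principal component of the log normalized counts held 50.9% of the variance and separated WT from FIH-KO libraries, and the second held 31.4% and separated normoxia from hypoxia. Across genes, which are not independent replicates, the log counts of the 2 libraries of a group had a correlation between 0.985 and 0.992. The libraries of a group differed by more than counting error alone. The chi-square per degree of freedom ran from 6.15 in WT normoxia to 25.7 in FIH-KO hypoxia. The tests therefore rest on the variance between replicates. The labels do not say which clone, or whether more than a single clone, gave the FIH-KO libraries. The p values therefore measure spread between libraries and not between clones, and they cannot separate FIH loss from other differences of a clone.
The targeted gene was examined first. Hif1an (ENSMUSG00000036450.5) lies on the plus strand of chromosome 19 of GRCm39 from 44551286 to 44568723. Its level in normoxia was 83.4 ± 1.62 normalized counts (CPM) in WT cells (SD, n = 2) and 36.2 ± 2.05 in FIH-KO cells (SD, n = 2), a log2 fold change of -1.20 (standard error 0.12, adjusted p = 3.1e-05, edgeR). In hypoxia the levels were 87.1 ± 4.34 and 48.3 ± 3.89 CPM (SD, n = 2 each), a log2 fold change of -0.85 (standard error 0.12, adjusted p = 0.00031, edgeR). Each FIH-KO library held between 584 and 784 Hif1an reads and each WT library between 1231 and 1609. Under the other normalizations, filters and fits of all libraries or of the 4 compared, the log2 fold change was between -1.22 and -1.20 in normoxia and between -0.85 and -0.82 in hypoxia. With each library left out in turn it ranged from -1.26 to -1.15 and from -0.94 to -0.77. Chromosome 19 as a whole had lower expression in FIH-KO cells, with a median log2 fold change of -0.38 over its tested genes in normoxia.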

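In the apoptosis group, Bcl2l1 (ENSMUSG00000007659.19, chromosome 2, 152622582 to 152673655) had a log2 fold change of 0.62 in normoxia (standard error 0.10, adjusted p = 0.00093, edgeR) and 0.62 in hypoxia (standard error 0.10, adjusted p = 0.0012). Bmf (ENSMUSG00000040093.17, chromosome 2, 118359238 to 118380177) rose by 2.43 (standard error 0.28, adjusted p = 9.2e-05) and 3.39 (standard error 0.32, adjusted p = 2.8e-05) on the log2 scale.
Among the cell cycle genes, Efna5 (ENSMUSG00000048915.13, chromosome 17, 62909956 to 63188312) had values of -3.46 (standard error 0.39, adjusted p = 8.3e-05) in normoxia and -3.17 (standard error 0.37, adjusted p = 0.00011) in hypoxia. Cdc25a (ENSMUSG00000032477.15, chromosome 9, 109704583 to 109723540) was lower by a similar amount in both conditions, at -1.02 (adjusted p = 0.0011) and -1.03 (adjusted p = 0.0011), each with a standard error of 0.17. For Myc (ENSMUSG00000022346.18, chromosome 15, 61857227 to 61862223), the log2 fold change was -1.04 in normoxia (adjusted p = 0.020) and -1.47 in hypoxia (adjusted p = 0.0032), each with a standard error of 0.29. Over the alternatives, the adjusted p of Myc in normoxia ranged from 0.0019 with only the 4 libraries of the comparison in the fit to 0.081 with DESeq2's Wald test. The 6 expressed genes within 2000000 bases of Myc had a median log2 fold change of -0.60 in normoxia, with an SD of 1.94, and 4 were below 0. With this few genes a change of the region cannot be told apart from a change at Myc. Mcm5 (ENSMUSG00000005410.7), drawn in the normoxia plot of Figure 3A, had a log2 fold change of -0.42 there (standard error 0.23, adjusted p = 0.19). The Mcm5 value was -0.73 without replicate 2 of FIH-KO normoxia and -0.17 without replicate 1.
Of the genes of the response to stress or hypoxia, Dtna (ENSMUSG00000024302.17, chromosome 18, 23548183 to 23793477) fell by 3.25 in normoxia (standard error 0.29, adjusted p = 1.6e-05) and by 3.61 in hypoxia (standard error 0.27, adjusted p = 5.0e-06). Npm1 (ENSMUSG00000057113.14, chromosome 11, 33100281 to 33113267) had log2 fold changes of -1.03 (adjusted p = 0.00021) and -0.73 (adjusted p = 0.0017), each with a standard error of 0.13. Vegfa (ENSMUSG00000023951.19, chromosome 17, 46327919 to 46343309) was higher by 1.20 in normoxia (standard error 0.16, adjusted p = 0.0003). In hypoxia its change of 0.09 was not larger than its standard error of 0.15 (adjusted p = 0.69), and it became -0.19 without replicate 1 of FIH-KO hypoxia and -0.03 without replicate 2 of WT hypoxia. Bnip3 (ENSMUSG00000078566.9, chromosome 7, 138490690 to 138511253) had values of -0.20 in normoxia (standard error 0.24, adjusted p = 0.58) and 0.43 in hypoxia (standard error 0.23, adjusted p = 0.18). Its normoxia value changed sign without replicate 2 of FIH-KO normoxia (0.10) or replicate 1 of WT normoxia (0.22). Over the alternatives the adjusted p of Bnip3 in hypoxia ranged from 0.035, with the replicate number as a term in the fit, to 0.41.
The genes that the paper names from its RNA-Seq data number 13. In normoxia 10 of them had an adjusted p under 0.05 over all genes and 11 adjusted over the list alone, and in hypoxia the counts were 9 and 9. The study chose this list on the same libraries, so the counts adjusted over the list alone are not independent evidence.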

Volcano plots presented in Figure 3A show genes with expression levels that differ in the absence of *FIH* and are related to potentially relevant pathways such as apoptosis (*Bcl2l1* and *Bmf*), cell cycle progression (*Efna5*, *Myc,* and *Cdc25a*), cellular response to stress or hypoxia (*Dtna*, *Bnip3*, *Npm1*, and *Vegfa*), and the Hippo signaling pathway (*Amot*). Gene set enrichment analysis (GSEA) confirmed the main hallmark pathways that are altered in *FIH*-KO LLC cells compared with WT cells (Supplemental Table 1), including apoptosis, the p53 pathway, cell cycle progression, and the response to reactive oxygen species (ROS), among others (Figure 3, B and C, and Supplemental Figure 8A). 

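The paper tested MSigDB hallmark sets, which were not used here. In their place, 9 gene panels were tested, and their genes are not those of the hallmark sets. The S phase and G2/M phase panels are the cell cycle lists of the Seurat software in mouse spelling, and the others were written from general knowledge. Each panel was tested with limma's camera on voom values, with an inter-gene correlation preset at 0.01 and Benjamini-Hochberg adjustment over the 9 panels of a comparison. The value given for a panel is the median log2 fold change of its tested genes.
In normoxia, 6 of the 9 panels had an adjusted p under 0.05. Myc targets were lowest (53 genes, median -0.60, adjusted p = 1.5e-17, limma), with 40 genes individually lower and 0 higher at an adjusted p under 0.05 in edgeR. S phase genes (43 genes, median -0.36, adjusted p = 3.9e-06) and G2/M phase genes (54 genes, median -0.29, adjusted p = 5.5e-05) were also lower. The interferon response (33 genes, median 0.85, adjusted p = 3.3e-07) and the p53 pathway (29 genes, median 0.46, adjusted p = 1.2e-05) were higher, with 87.9% and 89.7% of their genes above 0. Genes of the response to ROS had a median of 0.31 over 32 genes (adjusted p = 0.017). The apoptosis panel, with 38 genes, had a median of 0.06 (adjusted p = 0.52) and held 9 genes that rose and 6 that fell.
In hypoxia 4 panels passed the same threshold: Myc targets (median -0.54, adjusted p = 8.5e-11), S phase (-0.30, adjusted p = 5.0e-05), interferon response (0.85, adjusted p = 1.6e-06) and ROS (0.25, adjusted p = 0.0032). The G2/M phase panel had a median of 0.03 (adjusted p = 0.74), which was -0.24 without replicate 2 of FIH-KO hypoxia and 0.24 without replicate 1. The p53 panel had a median of 0.18 (adjusted p = 0.10), which was -0.01 without replicate 1 of FIH-KO hypoxia. Apoptosis stood at 0.10 (adjusted p = 0.34), with 6 genes in each direction. HIF targets, at -0.16 in normoxia (adjusted p = 0.16) and 0.11 in hypoxia (adjusted p = 0.15), and YAP/TAZ targets, at -0.11 (adjusted p = 0.52) and -0.27 (adjusted p = 0.10), did not pass.
The choice of set test moved these calls most. With the correlation estimated for each panel, 0 panels were called in either condition, and 1 in each had an unadjusted p under 0.05. With the fry rotation test, the interferon response was called in both conditions (adjusted p = 0.0043 and 0.0070, limma) and YAP/TAZ targets were called in hypoxia (adjusted p = 0.048). With fgsea on genes ranked by log2 fold change, as the paper ranked them for GSEA, 7 panels were called in normoxia and 5 in hypoxia, which are the panels called by camera and YAP/TAZ targets. With genes at or under 3 counts in every library of one group set at their bound, the apoptosis median in normoxia was 0.03 and the interferon median in hypoxia 0.83, and the other medians did not move. Some panel genes are also on the lists made of genes the paper picked from its RNA-Seq data or measured. These are 9 of the HIF targets, 5 of the YAP/TAZ targets, 2 each of the G2/M phase and apoptosis panels, and 1 each of the S phase, Myc targets and p53 panels. The list of measured genes includes Ankrd1, which the paper's text and figure legends do not name.

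**Figure D1:**
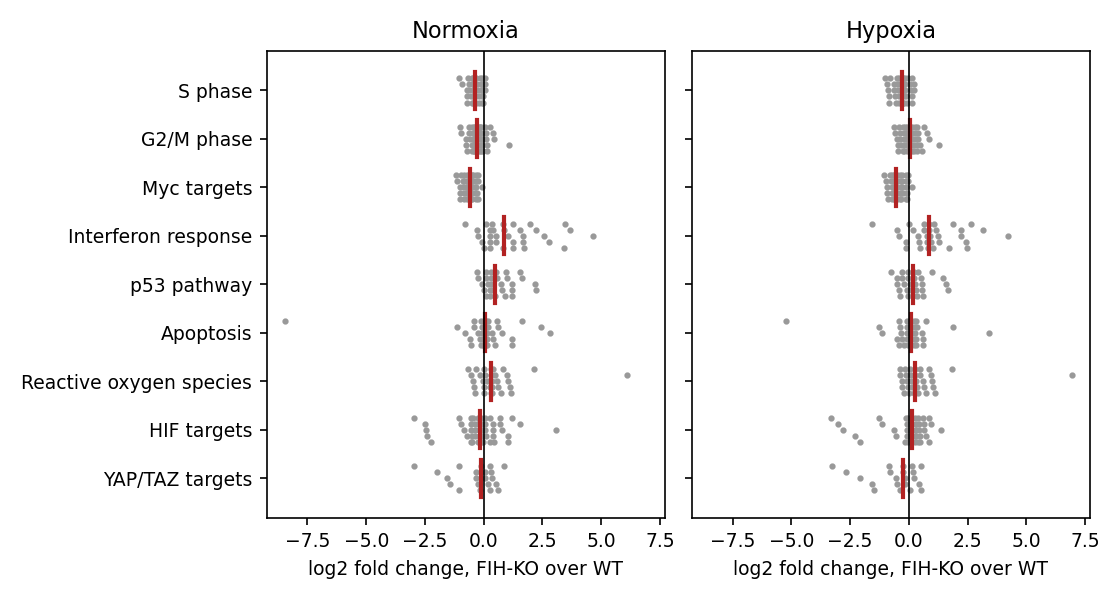
Log2 fold changes of FIH-KO over WT cells for the genes of each of the 9 panels, in normoxia and in hypoxia, with 1 point per gene and a red line at each panel median; genes at or under 3 counts in a whole group are drawn at their fitted value. The medians run from -0.60 for Myc targets to 0.85 for the interferon response in normoxia.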

Given these findings, we investigated the levels of mitochondrial ROS in lung cancer cells, which are produced as a result of mitochondrial respiration. We found increased ROS levels in *FIH*-KO LLC cells under normoxia or hypoxia conditions compared with WT cells (Supplemental Figure 8B). Interestingly, the RNA-Seq analysis identified genes that are strongly upregulated in the absence of *FIH* under both normoxia and hypoxia (Supplemental Tables 2 and 3), including angiomotin (*Amot*), a known regulator of cell migration and proliferation in lung cancer (65). 

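At an adjusted p under 0.05 in edgeR, 2608 genes changed in both oxygen conditions, and 2599 of them (99.7%) changed in the same direction, 1389 higher and 1210 lower in FIH-KO cells, while 9 changed in opposite directions. Across all tested genes, which are not independent, the log2 fold changes of the 2 conditions had a correlation of 0.825. Past an absolute log2 fold change of 2 in both conditions there were 200 genes that rose and 163 that fell. With genes at or under 3 counts in a whole group set at their bound, these counts were 179 and 135. The paper's Supplemental Table 2 lists 3854 genes for normoxia, of which the 1998 in the appended text were read and 1856 are left out of it, and Supplemental Table 3 lists 2681 for hypoxia, of which 1998 were read and 683 are left out.
Amot (ENSMUSG00000041688.17) lies on the minus strand of the X chromosome from 144229421 to 144288177. Its reads numbered 167 and 179 in the WT libraries and 4541 and 4259 in the FIH-KO libraries in normoxia, and 91 and 58 against 1754 and 3016 in hypoxia. The log2 fold change was 4.57 in normoxia (standard error 0.25, adjusted p = 5.5e-07, edgeR) and 5.06 in hypoxia (standard error 0.27, adjusted p = 9.5e-07, edgeR). With each library left out in turn it ranged from 4.48 to 4.66 in normoxia and from 4.58 to 5.42 in hypoxia. X-linked genes were over-represented among the genes that rose past these thresholds in both conditions, and Amot is one of them.
By fitted value, the 5 genes that rose most in both conditions, among genes with a mean of at least 50 counts, were Abi3bp, Col4a5, Mgst1, Inmt and Dppa4. For Abi3bp, Mgst1 and Inmt the WT libraries were at the floor, and the lower bounds do not fix their rank. Abi3bp (ENSMUSG00000035258.16, chromosome 16, 56298185 to 56510576) had 3 reads or fewer in every WT library and was at least 135-fold higher in FIH-KO cells in normoxia and at least 37.5-fold higher in hypoxia. The bound in hypoxia rests on 46 and 171 reads, and was 59.7-fold without FIH-KO hypoxia replicate 1 and 15.4-fold without FIH-KO hypoxia replicate 2. Mgst1 (ENSMUSG00000008540.12, chromosome 6, 138117314 to 138133774) was at least 60.1-fold and at least 25.0-fold higher, and Inmt (ENSMUSG00000003477.6, chromosome 6, 55147606 to 55152028) at least 83.6-fold and at least 13.9-fold higher. Col4a5 (ENSMUSG00000031274.17), X-linked like Amot (140258354 to 140472231), had log2 fold changes of 7.04 (standard error 0.25, adjusted p = 2.8e-08) and 6.50 (standard error 0.26, adjusted p = 9.6e-08). Dppa4 (ENSMUSG00000058550.16, chromosome 16, 48104062 to 48114896) had values of 5.32 (standard error 0.37, adjusted p = 2.4e-06) and 5.58 (standard error 0.38, adjusted p = 2.4e-06).

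**Figure D2:**
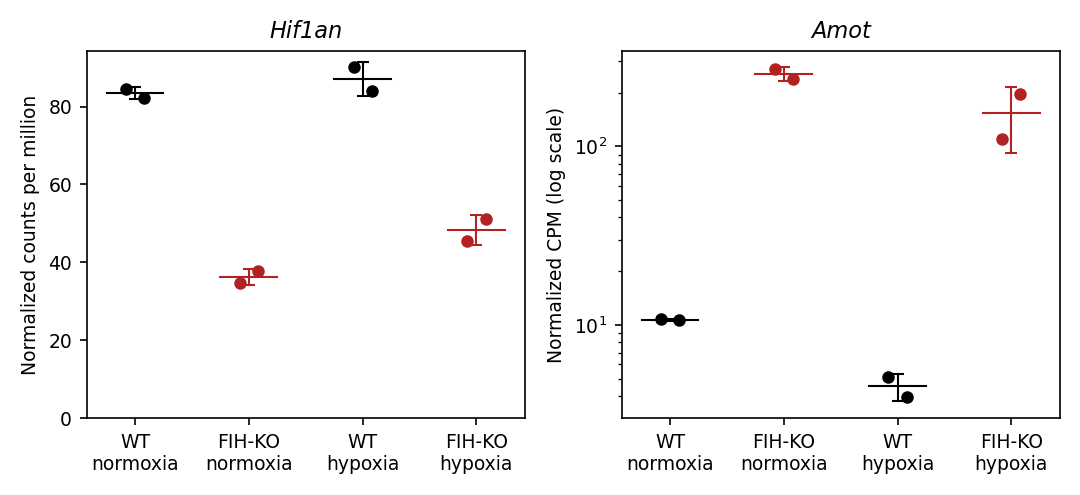
Normalized counts (CPM) of Hif1an and of Amot in each of the 8 libraries, by genotype and oxygen, with lines for the group means and bars for the SD (n = 2); the axis for Amot is logarithmic. Every FIH-KO library lies below every WT library for Hif1an and above every WT library for Amot.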

We validated the observed upregulation of *Amot* in independent experiments performed by quantitative PCR (qPCR) (Figure 4A), immunoblotting (Figure 4B), and IF (Figure 4C), demonstrating that Amot increases upon *FIH* deletion. We identified hypoxia response elements (HREs) in the *Amot* promoter (Supplemental Figure 9A), and both hypoxia and *FIH* deletion resulted in increased HIF binding to this region, as demonstrated by chromatin immunoprecipitation (Supplemental Figure 9B). Amot is a key component of the Hippo signaling pathway and interacts with Yes-associated protein (YAP) transcription coactivator regulating its cellular localization. We hypothesized that *Amot* upregulation is preventing nuclear translocation of YAP, inhibiting oncogenic activity of YAP/TAZ (Figure 4D). In this context, we interrogated the expression of YAP/TAZ transcriptional targets in *FIH*-KO and WT cells, demonstrating that loss of *FIH* results in significantly decreased levels of *Cyr61*, *Ctgf*, *Areg*, and *Myc* (Figure 4E). These findings were reproduced in a human lung cancer cell line (NCI-H1581) that, in the absence of *FIH*, presented higher levels of AMOT and decreased transcription of YAP/TAZ target genes (Supplemental Figure 10, A and B). Furthermore, we compared the protein expression levels and the subcellular localization of YAP in WT and *FIH*-KO LLC cell lines, showing that *FIH* deletion prevents YAP activity and alters the phosphorylation of Mob1 and YAP, key components of the Hippo pathway (Figure 4F). Furthermore, to confirm the negative correlation between *AMOT* and *FIH* expression levels, we interrogated a lung cancer genomic database, finding a moderate but significant association (Figure 4G).

Together, these results suggest that *FIH* deletion promotes Amot accumulation, which in turn acts as a tumor suppressor in lung cancer, acting through the inhibition of downstream Hippo-YAP/TAZ signaling.

### Amot deletion rescues cell proliferation in FIH-KO lung cancer cells.

We evaluated whether the observed decrease in cell proliferation in *FIH*-KO lung cancer cells was a direct result of the accumulation of Amot. We carried out rescue experiments employing LLC cells lacking both *FIH* and *Amot* (double KO; Figure 5A). This approach revealed that the suppression of *Amot* in *FIH*-KO lung cancer cells reinstates the proliferative capacity of the *FIH*-deficient cells (Figure 5B). Furthermore, we observed that, upon *Amot* deletion, *FIH*-KO cells exhibited a rescue of the expression levels of YAP/TAZ transcriptional targets, including *Cyr61*, *Ctgf*, *Areg*, and *Myc* (Figure 5C). Our findings substantiate that *Amot* acts as a suppressor of cell proliferation in *FIH*-KO cells.

### FIH deletion in tumor cells results in reduced tumor growth and survival in vivo.

We next investigated whether the absence of *FIH* could affect tumor growth. To this end, we s.c. injected WT or *FIH*-KO LLC cells in C57BL/6 mice. *FIH* deletion in lung tumor cells led to a significant decrease in the rate of tumor growth (Figure 6A), which in turn had a positive effect on the survival rate (Figure 6B). In addition, we analyzed the composition of the immune infiltrate in WT and *FIH*-KO LLC tumors (Figure 6C) and spleens. While the spleen composition in both experimental groups remained unchanged (data not shown), the immune infiltrate of *FIH*-KO tumors was characterized by an increase in terms of percentage and absolute numbers of tumor-infiltrating lymphocytes (CD4^+^, CD8^+^, and NKs) compared with WT tumors (Figure 6C). Importantly, we found that CD4^+^ and CD8^+^ T cells infiltrating *FIH*-KO tumors expressed higher levels of the costimulatory (4-1BB and OX40) and coinhibitory (PD-1 and LAG-3) markers (Figure 6D). In view of this, we next determined if the observed reduction in tumor growth in the absence of *FIH* was dependent on antitumor immunity. To assess this possibility, WT or *FIH*-KO LLC cells were injected into NOD/SCID immunodeficient female mice, resulting in a reduction in tumor growth in the absence of *FIH* (Figure 7, A–D). Therefore, these results demonstrate that *FIH* deletion reduced tumor growth through an intrinsic mechanism.

### FIH promotes lung metastasis in vivo.

We next characterized the lung metastatic capacity of *FIH*-KO lung cancer cell lines injected i.v. in immunocompetent female mice and examined metastatic colonization of the lung by histology (Figure 8A). Interestingly, *FIH* deletion prevented lung colonization, resulting in lower total lung weight in mice injected with *FIH*-KO cells compared with WT controls (Figure 8B). Remarkably, metastatic lesions were observed in the experimental group receiving WT cells; they formed numerous and large metastatic foci compared with *FIH*-deficient LLC cell lines (Figures 8, C and D). Therefore, these findings show that FIH favors the metastatic process.

### FIH expression correlates with poor lung cancer patient survival.

We finally explored whether different expression levels of FIH had an effect on the prognosis of patients with lung cancer. Kaplan-Meier curves shown on Figure 9A and Supplemental Figure 11A show that a high expression of FIH correlates with a worse overall survival in patients with lung cancer. Furthermore, patients with high FIH expression showed significantly worse progression-free survival (Figure 9B and Supplemental Figure 11B).

## Discussion

HIFs are considered factors that facilitate tumor growth and progression, given their central role in the adaptation of cancer cells to limited O_2_ availability in the TME (8, 66, 67). However, several studies focusing on the analysis of expression of HIF hydroxylases demonstrate a correlation between high levels of PHDs or FIH and a worse survival in some tumor types (58, 62, 68, 69). These studies do not provide a conclusive explanation of the mechanism underlying this paradox. In this context, the role of hydroxylases that control HIF accumulation and activity in cancer is not well understood.

FIH is ubiquitously expressed in mammals, with varying degrees of expression across tissues. While hypoxia induces the expression of PHD2 (70), the level of FIH remains unchanged. Here we demonstrate that FIH is expressed in normal lung and both LUAD and LUSC, with a predominant cytoplasmic localization. Given that the role of FIH in lung cancer is largely unexplored, we generated various genetic cell models that demonstrated that FIH controls metabolism, proliferation, and survival of lung cancer cells. The cellular metabolic phenotype of *FIH*-KO cells was more evident under hypoxia and consistent with increased HIF activity, resulting in increased glycolytic rate as reported in studies carried out with *FIH*-deficient transgenic mice (45, 48). These results indicate that FIH is a functional regulator of the hypoxia response in lung cancer. Interestingly, this effect is also accompanied by an increase in the expression of PHD2 and a subsequent decrease in the total protein levels of HIF1A, suggesting that asparaginyl hydroxylation could also modulate the hydroxylation of prolyl residues on HIF, driving its degradation (44).

We demonstrate that FIH promotes lung cancer cell proliferation and survival, acting on the cell cycle. This finding is relevant from the mechanistic perspective, given that HIF activity is often associated with tumor progression and malignancy in lung cancer but can also induce cell cycle arrest (71, 72). Similar observations have been described in other tumor types such as renal cancer (50), colon adenocarcinoma, and melanoma (53), indicating that these effects extend into other solid tumor types beyond lung cancer.

To further understand the molecular mechanisms underlying the observed effect on lung cancer progression, we carried out transcriptomic analyses revealing that FIH deletion results in the dysregulation of several key pathways that control cell proliferation and survival, including the p53/p21 axis (53). Further studies are required to ascertain if HIFs or other known FIH substrates, such as ARD-containing proteins or OTUB1, contribute to the cell proliferative capacity. Interestingly, FIH deletion resulted in a dramatic increase in the expression of Amot, a member of the Hippo pathway that contains functional HREs in its promoter. Exposure of cells to hypoxia alone does not drive the expression of Amot to the level observed upon FIH deletion, indicating that other HIF-independent mechanisms could be responsible of Amot accumulation. 

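In the RNA-Seq libraries, Amot stood at 10.7 ± 0.09 CPM in WT cells in normoxia and at 4.53 ± 0.81 in WT cells in hypoxia (SD, n = 2 each), so that 16 hours at 1% O2 lowered it, with a log2 fold change of -1.22 (standard error 0.28, adjusted p = 0.0063, edgeR). FIH-KO cells held 254 ± 22.6 CPM in normoxia and 153 ± 61.3 in hypoxia (SD, n = 2 each), a log2 fold change with hypoxia of -0.73 (standard error 0.20, adjusted p = 0.029, edgeR). The 2 FIH-KO hypoxia libraries stood at 110 and 196 CPM, so the size of this fall depends on the replicate. The effect of FIH deletion was not shown to differ between the oxygen conditions, since the difference was 0.49 (standard error 0.35, adjusted p = 0.81, edgeR). Amot is on the X chromosome, which was over-represented among the genes that rose in FIH-KO cells. From hypoxia alone not raising Amot to the level seen after FIH deletion, the paper proposes that other, HIF-independent mechanisms could be responsible for its accumulation. The paper's ChIP also found more HIF binding at the Amot promoter after hypoxia and after FIH deletion. ChIP measures binding and not RNA, and the RNA-Seq libraries do not decide between these routes.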

Amot controls YAP/TAZ signaling and acts as a tumor suppressor and regulator of migration in lung cancer (65). In this context, we show that *FIH* deletion leads to reduced downstream YAP/TAZ signaling.

Pharmacologic modulation of HIF activity regulates key hallmarks of the hypoxia pathway, resulting in clinical benefit in some disease segments. For instance, PHD inhibitors, including roxadustat and vadadustat, are being used in the clinic for the treatment of renal anemia (73). At the preclinical level, a few studies have explored the potential use of PHD inhibitors in the treatment of cancer, demonstrating efficacy in lung and breast cancer models (74, 75). Our data show that FIH-deficient tumors present reduced growth and are infiltrated by higher numbers of effector T cells. In this context, we hypothesize that metabolic adaptation of *FIH*-deficient tumor cells influences immune responses through the accumulation of byproducts of HIF metabolism, such as lactate, that can be directly uptaken by T cells promoting effector activity (76). Therefore, pharmacologic inhibition of FIH (77, 78) could offer a differentiated strategy to control tumor growth and prevent metastasis. A specific inhibitor of FIH would act on tumor cells to restrict proliferation and survival, offering opportunities for combinations with other therapies such as immunotherapeutic agents targeting the PD-1/PD-L1 axis.

In summary, we demonstrate that FIH contributed to lung cancer progression and metastasis, suggesting that FIH inhibition could be a therapeutic strategy.

## Methods

### Mice.

C57BL/6 and NSG (NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ) female mice (6–10 weeks old) were acquired from Charles River Laboratory. Animal procedures were performed following the ethical guidelines established by the Biosafety and Welfare Committee at CIC bioGUNE and the recommendations from Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC). Mice were housed in individually ventilated cages in a pathogen-free conditions at CIC bioGUNE Animal Facility.

### In vivo tumor growth.

A total of 5 ***×*** 10^5^ WT or *FIH*-KO murine LLC cells were injected s.c. in the right flank of 6- to 10-week-old female C57BL/6 or NSG mice in 100 μL of PBS. Mice were monitored for tumor growth every other day using a digital caliper. Tumor sizes were measured, and tumor volumes were calculated using the formula: V (mm^3^) = (π ***×*** L ***×*** W^2^)/6, where L is tumor length and W is tumor width. Mice were sacrificed when L reached between 12 and 15 mm.

### Cell lines and cell culture.

The murine LLC (LLC1) cell line was obtained from the American Type Culture Collection (ATCC, catalog CRL-1642) and cultured in DMEM (Thermo Fisher Scientific, catalog 41966029) according to standard mammalian tissue culture protocols and sterile techniques. The NCI-H460 human lung epithelial carcinoma cell line was obtained from DSMZ (German Collection of Microorganisms and Cell Lines, catalog ACC737) and cultured in RPMI medium 1640 GlutaMAX (Thermo Fisher Scientific, catalog 61870010). The A549 human lung epithelial carcinoma cell line (ATCC, catalog CCL-185) was cultured in DMEM F-12K (Thermo Fisher Scientific, catalog 31331028). The NCI-H1581 human lung epithelial NSCLC stage 4 cell line (ATCC, catalog CRL-5878) was cultured in RPMI medium 1640 GlutaMAX (Thermo Fisher Scientific, catalog 61870010). HEK 293 cells (Takara Bio Inc., catalog 632180) were cultured in DMEM (Thermo Fisher Scientific, catalog 41966029). All cell lines were cultured in media supplemented with 10% FBS (Thermo Fisher Scientific, catalog 10270106) and 1% penicillin-streptomycin (Thermo Fisher Scientific, catalog 15140122) and tested for mycoplasma using MycoAlert mycoplasma detection kit (Lonza, catalog LT27-221) following the manufacturer’s instructions. Cells were maintained at 37°C in a 5% CO_2_ atmosphere. Hypoxia cultures were performed at 1% O_2_, and other different levels of O_2_ — 10% O_2_, 5% O_2_, and 2.5% O_2_ — in an InVivo2 400 hypoxia station (Ruskinn Technologies). To measure cell proliferation in vitro, cells were cultured in a 5% CO_2_ and 21% O_2_ or 1% O_2_ atmosphere at 37°C for 4 days, stained with trypan blue, and counted in an automated cell counter (Countess Automated Cell Counter 3, Thermo Fisher Scientific).

### KO of FIH by CRISPR/Cas9.

Deletion of *FIH* in mouse LLC cells was performed using the following TrueGuide Synthetic gRNAs (sgRNAs) from Thermo Fisher Scientific: CRISPR425134_SGM (target DNA sequence: 5’-TAAGCCAAGGTCCAACAGGG-3’, catalog A35511) targeting the exon 2 of mouse *Hif1an* gene. 

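In GRCm39 the target sequence occurs once, on the plus strand of chromosome 19 from 44551893 to 44551912, inside the coding sequence of exon 2 of 8 of the canonical Hif1an transcript. The next bases are AGG, the motif that Cas9 needs beside its target. With its flanks the site reads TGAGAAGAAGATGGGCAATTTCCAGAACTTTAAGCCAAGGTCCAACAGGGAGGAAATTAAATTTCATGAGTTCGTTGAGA. A scan of the genome for sites beside such a motif found 0 with 1 or 2 mismatches, 6 with 3 and 102 with 4. The scan counts positions in the reference sequence and does not measure cleavage.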

Deletion of *FIH* in human NCI-H1581 cells was performed using the following TrueGuide Synthetic gRNA from Thermo Fisher Scientific: CRISPR1082241_SGM (target DNA sequence: 5’-GGAAGCTATAACTGCGCAAC-3’, catalog A35533) targeting the exon 1 of the human *HIF1AN* gene. Ribonucleoprotein (RNP) complexes were generated with 37.5 pmol of TrueCut Cas9 protein v2 (Invitrogen, catalog A36496) and 37.5 pmol of each sgRNA. RNP complexes were introduced into cells using the Lipofectamine CRISPRMAX Cas9 Transfection reagent (Invitrogen, catalog CMAX00001) and Opti-MEM reduced serum medium (Thermo Fisher Scientific, catalog 31985062) following instructions by Invitrogen. A nontargeting sgRNA was used as a negative control (Invitrogen, catalog A35526), and a mouse Rosa26 sgRNA was used as a positive control (Invitrogen, catalog A35525). GeneArt Genomic Cleavage Detection Kit (Thermo Fisher Scientific, catalog A24372) was used to verify gene editing efficiency in a pooled cell population transfected with the TrueGuide Positive Control following the protocol by Invitrogen. Seventy-two hours after transfection, single-cell dilutions were performed in 96-well plates. The absence of FIH was confirmed by Western blot, and selected clones were sequenced by Sanger DNA sequencing (StabVida or EUROFINS) using specific primers (Supplemental Table 4) flanking the sgRNA target region.

### Knockdown of FIH by RNA interference.

Lung carcinoma cells (A549 and NCI-H460 cell lines) were transduced with lentiviral particles carrying short hairpin RNA (shRNA) against human *HIF1AN* (RefSeq accession no. NM_017902.3; https://www.ncbi.nlm.nih.gov/nuccore/NM_017902.3) (Supplemental Table 4). Inserts were prepared by annealing shRNA oligonucleotides containing 2 complementary target sequences linked by a short loop and then were cloned into the BamHI/EcoRI sites of the shRNA lentiviral vector pGreenPuro-shRNA-Stx3S-C4 (Supplemental Table 5) according to the manufacturer’s instructions. The resulting constructs were sequenced using specific primers (Supplemental Table 4).

### Lentiviral plasmid construction.

Deletion of *Amot* in mouse *FIH*-KO LLC cells was performed using the following TrueGuide Synthetic gRNA (sgRNA) from Thermo Fisher Scientific: CRISPR469888_SGM (target DNA sequence: 5’-CCAGTCAGAAACGGCGTCA-3’, catalog A35533) that was synthetized and subcloned into a LentiCRISPRv2 vector (GenScript). For FIH overexpression, the codon-optimized sequence of mouse full-length FIH was synthetized and subcloned into a puro pLV-MSCV lentiviral vector (GenScript) and transduced into LLC cells with lentiviral particles.

For the generation of lentiviral particles, confluent HEK 293T cells (50%–70%) were transfected with JetPEI kit (Polyplus transfection, catalog 101-10N) using pGreenPuro-shRNA-Stx3S-C4 and third-generation plasmids: pRSV-Rev, pMDLg/pRRE, and pMD2.G, as packaging plasmids (Supplemental Table 5) as well as the VSV-G plasmid encoding for the envelope (Supplemental Table 5). Viral particles were harvested from the supernatant 48 hours after transfection and filtered through a 0.45 μm filter (VWR, catalog 514-0063). After puromycin titration, A549, NCI-H460, and LLC cells were infected with lentiviral particles and selected with 1.5 μg puromycin for A549 and NCI-H460 cells and 2 μg puromycin for LLC cells.

### Flow cytometry.

Mouse tumor samples were minced finely with a scalpel blade in a Petri dish and incubated for 30 minutes at 37°C with type I collagenase (0.5 mg/mL) (Sigma-Aldrich, catalog C0130) in DMEM. After digestion, tissue and spleen samples were filtered through a 70 μm cell strainer (BD Biosciences) to obtain single-cell suspensions, followed by RBC lysis performed with ACK buffer (Thermo Fisher Scientific, catalog A1049201) for 3 minutes at room temperature. Samples were stained with the LIVE/DEAD fixable blue or green dead cell stain kit (Thermo Fisher Scientific, catalogs L34962 and L34970, respectively) (1:1,000 in PBS) for 30 minutes at 4°C protected from light. Cells were washed in PBS and incubated with fluorochrome-conjugated antibodies, listed in Supplemental Table 6, in flow cytometry staining buffer (Invitrogen, catalog 00-4222-26) for 30 minutes at 4°C in the dark. Cells were blocked prior to antibody staining with a TruStain FcX blocker (BioLegend, catalog 101320) (1:50 in staining buffer) for 10 minutes at room temperature. Finally, cells were washed once in staining buffer, stained with CountBright absolute counting beads (Thermo Fisher Scientific, catalog C36995) to determine absolute cell number, and acquired in a flow cytometer (BD Biosciences). All centrifugation steps were performed at 450*g* for 5 minutes at 4°C.

For cell cycle analysis, cells were harvested, washed in PBS (Thermo Fisher Scientific, Fisher BioReagent, catalog BP3994), and fixed with ice-cold 70% ethanol for 30 minutes at 4°C. Cell pellets were washed twice in PBS and resuspended in 1 mg/mL DAPI (Invitrogen, catalog D1306). To measure apoptosis, cells were cultured for 24 hours under normoxia or hypoxia, harvested, washed twice with ice-cold staining buffer, and stained with BV421-annexin V and 7-AAD using the Apoptosis Detection Kit with 7-AAD (BioLegend, catalog 640922). To quantify ROS, cells were cultured for 48 hours, stained with MitoSOX Red (5 μM) (Thermo Fisher Scientific, catalog M36007), and acquired in a flow cytometer after LIVE/DEAD staining. All samples were acquired in a BD FACSymphony flow cytometer (BD Biosciences). Data were analyzed using FlowJo version 10 (BD Biosciences).

### Western blot.

Total cell lysates were collected using RIPA buffer (Thermo Fisher Scientific, catalog 89900). Nuclear and cytoplasmic protein extracts were isolated using NE-PER Nuclear and Cytoplasmic Extraction Kit (Thermo Fisher Scientific, catalog 78835). Protein quantification was performed using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, catalog 23227). Samples were mixed with LDS sample buffer (Invitrogen, catalog NP0007) containing DTT (Melford, catalog MB1015), heated for 10 minutes at 95°C, and resolved in a 7.5% or 4%–15% Mini-PROTEAN TGX precast protein gels (Bio-Rad, catalogs 4561023 and 4561085, respectively) with 10***×*** Tris/Glycine/SDS electrophoresis buffer (Bio-Rad, catalog 1704156) in parallel with the PageRuler Plus Prestained Protein Ladder (Thermo Fisher Scientific, catalog 26619). Protein transfer to 0.2 μm PVDF membranes (Bio-Rad, catalog 1704156) was carried out in a Trans-Blot Turbo transfer system (Bio-Rad). Membranes were blocked for 1 hour in 5% skim milk (MilliporeSigma, catalog 70166), diluted in PBS 0.5% Tween-20 (T-PBS, Sigma-Aldrich, catalog 9005-64-5), and incubated overnight with primary antibodies (Supplemental Table 7) and the corresponding secondary HRP-conjugated antibodies: anti–mouse IgG (Cell Signaling Technology, catalog S301677076S) or anti–rabbit IgG (Cell Signaling Technology, catalog S301677074S). Chemiluminescence detection was performed using Clarity Max Western ECL Substrate (Bio-Rad, catalog 170506) in an iBright CL1500 system (Invitrogen). Band intensities were determined by densitometric analysis using ImageJ software (NIH). See complete unedited blots in the supplemental material.

### IF and IHC.

For IF, cells were incubated on coverslips under normoxia and hypoxia for 24 hours, rinsed in PBS, fixed, and permeabilized with ice-cold 100% methanol for 15 minutes at –20°C. Samples were rinsed 3 times in PBS and blocked in 1 mL of PBS 0.1% Triton X-100 3% BSA at room temperature for 30 minutes under agitation. Cells were stained with anti-FIH antibody (1:50, mouse monoclonal antibody, Santa Cruz Biotechnology Inc., catalog SC-271780) and anti-AMOT (1:100, rabbit polyclonal antibody, Thermo Fisher Scientific, catalog THPA5103603). After overnight incubation with primary antibodies, samples were washed 5 times with PBS 0.1% Triton X-100. Protein expression was detected after staining with secondary antibody anti–mouse Alexa Fluor 647 (1:500, Thermo Fisher Scientific, catalog A21235) for 45 minutes at room temperature. DAPI was used to stain nuclei. ProLong Diamond Antifade Mountant (Invitrogen, catalog P36965) was used. Samples were observed using a confocal microscope (Leica SP8 Lightning).

For IHC, paraffin-embedded tissue microarrays were acquired from Novus Biologicals (NBP2-42077) (Supplemental Table 8). Tissue sections were deparaffinized with Histo-Clear II (National Diagnostics, catalog HS-202) and rehydrated in 100%, 95%, and 70% ethanol and distilled water. Antigen retrieval was performed in a steamer filled with sodium citrate buffer at pH 6.0. Endogenous peroxidase activity was quenched for 10 minutes with 3% hydrogen peroxide. Samples were washed with PBS and blocked with normal goat blocking serum (Bio-Techne, catalog MP7451) for 20 minutes at room temperature to reduce nonspecific staining. Samples were then incubated overnight with primary antibody against anti-FIH (1:750, Atlas Antibodies, catalog HPA048742), followed by an anti–rabbit IgG ImmPRESS secondary antibody for 30 minutes (Bio-Techne, catalog MP7451). Liquid diaminobenzidine (DAB, Vector DAB Kit, catalog SK-4105) was used for 10 minutes, and sections were counterstained with Mayer’s hematoxylin (Merck, catalog MHS16). Slides were mounted with DPX Mountant (Merck, catalog 06522). Images were acquired in an AxioImager D1 light microscope (Carl Zeiss).

### qPCR.

Total RNA was extracted using the NucleoSpin RNA kit (Macherey-Nagel, catalog 740955.250). The cDNA was synthesized by reverse transcription (RT)-PCR from 1 μg of purified RNA with M-MLV reverse transcriptase (Thermo Fisher Scientific, catalog 28025-013) and random primers (Thermo Fisher Scientific, catalog 58875). qPCR reactions were performed in a Viia 7 Real-Time PCR System (Thermo Fisher Scientific) using PerfeCTa SYBR Green SuperMix reagent (Quantabio, catalog 95056-500) and gene-specific primers (Supplemental Table 4). Data were analyzed using QuantStudio version 1.3 (Thermo Fisher Scientific). Relative expression was calculated using the 2^–ΔΔCt^ method. The *RPLP0* gene was used as housekeeping gene.

### RNA-Seq library preparation, sequencing, and data analysis.

RNA sample quantity and quality were measured using Qubit RNA HS Assay Kit (Thermo Fisher Scientific, catalog Q32855) and Agilent RNA 6000 Nano Chips (Agilent Technologies, catalog 5067-1511), respectively. The cDNA was synthesized with SuperScript-II Reverse Transcriptase (Thermo Fisher Scientific, catalog 18064-014), and libraries were prepared using “TruSeq Stranded mRNA library Prep” kit (Illumina Inc., catalog 20020594) and TruSeq RNA CD Index Plate (96 Indexes, 96 samples; Illumina Inc., catalog 20019792), following TruSeq Stranded mRNA Sample Preparation Guide (part no. 15031058 Rev. E). The final dsDNA libraries were quantified by Qubit dsDNA HS DNA Kit (Thermo Fisher Scientific, catalog Q32854) and qualified by an Agilent 2100 Bioanalyzer using Agilent High Sensitivity DNA kit (Agilent Technologies, catalog 5067-4626). Paired-end Illumina sequencing was performed.

### ChIP qPCR.

WT or *FIH*-KO LLC cells were grown to 80%–90% confluence in 150 cm culture dishes. The following day, ChIP assay was performed using SimpleCHIP Enzymatic Chromatin IP Kit (Magnetic Beads) (Cell Signaling Technology, catalog 9003) using 10 μg of chromatin and following the manufacturer’s instructions. The following antibodies were used: anti-HIF1A ChIP antibody (Cell Signaling Technology, catalog 36169) or anti–rabbit IgG (Cell Signaling Technology, catalog 2729). Chromatin was immunoprecipitated overnight at 4°C, and HIF1A binding sites were assayed via qPCR using 2 μL of DNA of either input, IgG-IP, or HIF1A-IP per reaction in triplicate. The qPCR oligos are listed in Supplemental Table 4.

### Glycolysis and lactate assays.

Glucose levels in cell supernatants were quantified by a colorimetric glucose detection kit (Thermo Fisher Scientific, catalog EIAGLUC). Cellular glucose uptake was measured using 100 μM of 2-NBDG (Thermo Fisher Scientific, catalog N13195) in glucose-free RPMI or DMEM (Thermo Fisher Scientific, catalog 41966-029) by flow cytometry. Lactate levels in cell supernatants were determined by a colorimetric assay kit (Sigma-Aldrich, catalog MAK064).

### Dual luciferase HRE reporter assay.

WT or *FIH*-KO LLC and NCI-H1581 cells were seeded in 24-well plates at a density of 1 ***×*** 10^5^ cells/well. Next day, cells were cotransfected with HRE luciferase (Supplemental Table 5) and pNK1.1 TK (Promega, catalog N1610) plasmids using Lipofectamine 2000 (Thermo Fisher Scientific, catalog 11668030) according to the manufacturer’s instructions. After transfection, cells were treated with 1 mM DMOG (Merck, catalog D3695) for 16 hours, and the luciferase assays were performed in triplicate using the Dual-Glo Luciferase Assay System (Promega, catalog N1610) and a PerkinElmer Victor Nivo plate reader.

### Bioinformatic analysis.

For the RNA-Seq analysis, sequencing data were converted into raw data (FASTQ files) using the Illumina bcl2fastq Conversion Software. The raw sequence reads were aligned to the Genome Reference Consortium Mouse Reference build number 39 (GRCm39) of the mouse genome (mm39) using STAR2 (79), and read counts for genes were prepared by HTSeq script from which transcripts per million (TPM) were calculated. Differential gene expression analysis was performed by the R package using DESeq2.

### GSEA.

GSEA was performed as described before (80) using publicly available software (https://www.gsea-msigdb.org/gsea/index.jsp). provided by the Broad Institute (RRID:SCR_003199. Version 3.0) with the Hallmarks gene set provided by the Molecular Signature Database (MSigDB; www.broad.mit.edu/gsea). Pathways were considered enriched if their FDR adjusted *P* value was less than 0.05.

### FIH gene expression across human normal and tumor cells.

Data from 30 normal tissues (TCGA GTEX data set) was analyzed with OmicSoft OncoLand (OmicSoft Corp.) and represented as log_2_(FPKM + 0.1). FIH expression in LUAD, LUSC, or healthy participants was analyzed with GEPIA. Normalized raw data was represented as –log_2_(TPM + 1). Expression of *FIH* in 175 different lung cancer cells (CCLE-B37_G33 database) was analyzed with OmicSoft OncoLand (OmicSoft Corp.).

### Correlations between FIH and AMOT.

Spearman correlation analyses between FIH and AMOT was performed in the Okayama study (81) using Cancertool (82).

### Survival analysis.

The overall survival rate and progression-free survival of patients with lung cancer based on the level of FIH (*HIF1AN*) expression were obtained using Kaplan-Meier Plotter (https://kmplot.com/) (83).

### Statistics.

Statistical analyses were performed using GraphPad PRISM 8 software (GraphPad). Plots show mean ± SEM. Unpaired *t* test was used to analyze experiments with 2 groups. For comparison among multiple groups, 1-way ANOVA was used. For comparison of grouped data, a 2-way ANOVA was used. Mann-Whitney *U* test was used to analyze two independent samples. Overall survival and disease-free survival curves were plotted by Kaplan-Meier survival analysis and log-rank test. Significant *P* values are indicated by *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001.

### Study approval.

Animal procedures were performed in compliance with the ethical guidelines established at CIC bioGUNE by the Biosafety and Welfare Committee and the AAALAC. All procedures relating to animals were approved by Diputación Foral Vizcaya under the project no. P-CBG-CBBA-1022.

### Data availability.

RNA-Seq data sets generated in this publication are available in GEO database with the series accession no. GSE221505. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

AGDR carried out the majority of experiments, contributed to experimental design, and drafted the manuscript. EPF, LEM, AAV, BJL, PVB, SRZ, ABM, SYL, ADB, and AB executed some experiments and contributed ideas. EPF, AMA, and AGDR performed computational and statistical analyses. AP contributed to experimental design, wrote the manuscript, and administered the project. All authors reviewed the manuscript.

## Supplementary Material

Supplemental data

Supplemental tables 1-8

Supporting data values

## Figures and Tables

**Figure 1:**
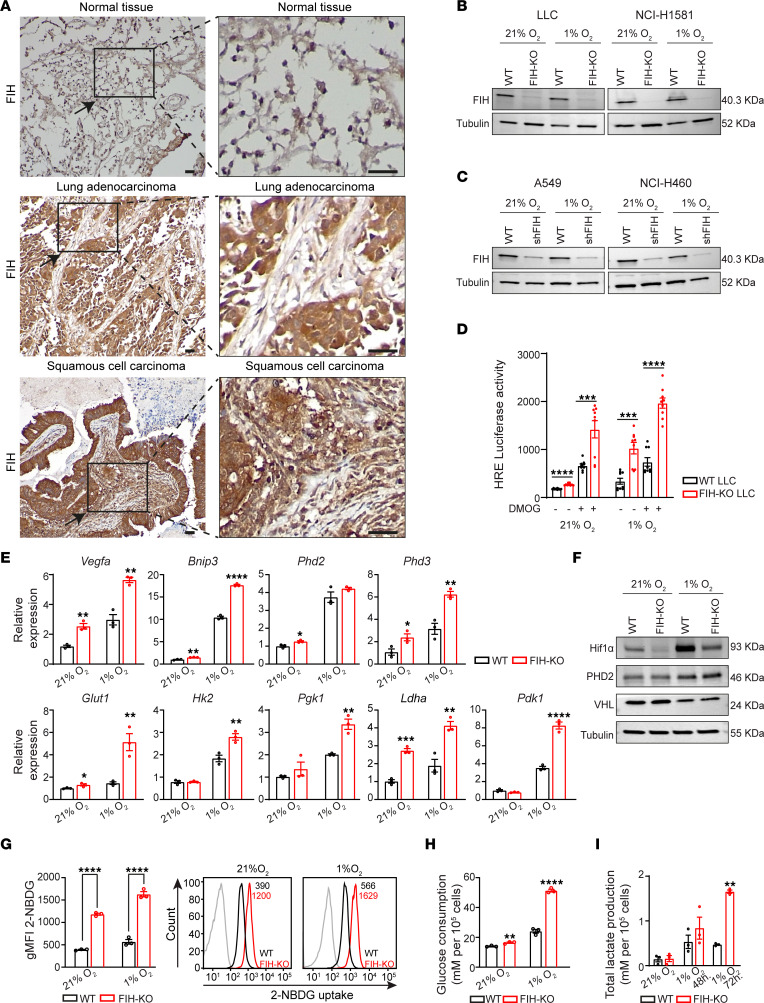
FIH is expressed in lung cancer tissue and regulates HIF-driven metabolism. (**A**) Representative IHC images showing FIH expression (peroxidase-DAB brown staining) in normal tissue and lung cancer. Enlarged images are shown in the insets. Scale bars: 500 μm. (**B**) Western blot showing FIH expression in the indicated WT or *FIH*-KO cell lines generated by CRISPR/Cas9. (**C**) Western blot showing FIH expression in the indicated WT or *FIH*-knockdown human cell lines generated by short hairpin RNA (shRNA). (**D**) HRE luciferase reporter activity assay performed with LLC cells cultured in the presence or absence of 1 mM DMOG under the indicated conditions (*n* = 3, technical replicates are shown, unpaired *t* test). (**E**) Relative expression of the indicated HIF target genes in WT or *FIH*-KO LLC cells (*n* = 3, unpaired *t* test). (**F**) Immunoblotting showing HIF1A, PHD2, VHL, and tubulin expression in WT or *FIH*-KO LLC cells. (**G**) Flow cytometry analysis of glucose uptake (2-NBDG) in WT (black) or *FIH*-KO (red) LLC cells cultured under normoxia or hypoxia for 48 hours. A representative histogram indicating the geometric mean fluorescent intensity (gMFI) value for each condition (unstained, gray; WT, black or *FIH*-KO, red) is shown (*n* = 3, 2-way ANOVA). (**H**) Cell glucose consumption in WT or *FIH*-KO LLC cells cultured under normoxia or hypoxia for 48 hours measured by a colorimetric enzymatic assay (*n* = 3, unpaired *t* test). (**I**) Lactate production in WT or *FIH*-KO LLC cells cultured under normoxia or hypoxia for 48 hours and 72 hours measured by a colorimetric enzymatic assay (*n* = 3, unpaired *t* test). Cells were cultured for 16 hours under normoxia or hypoxia in **B**–**F**. Data are shown as mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

**Figure 2:**
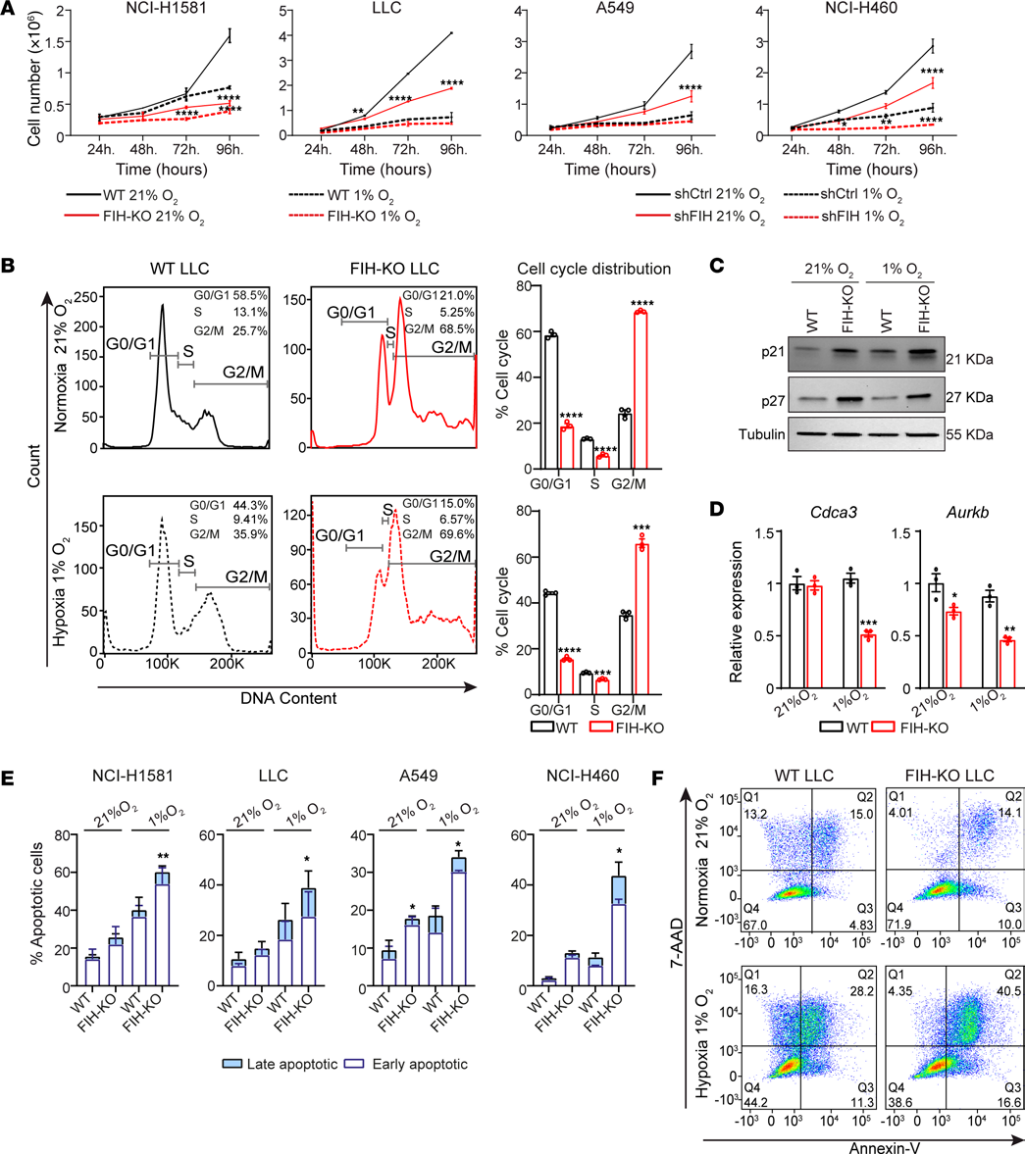
*FIH* deletion in tumor cells impairs cell proliferation and survival in vitro. (**A**) In vitro growth kinetics of WT (black) or *FIH*-KO (red) cells corresponding to the indicated lung cancer cell lines (LLC, NCI-H1581, A549, and NCI-H460) cultured under normoxia (solid line) or hypoxia (dashed line) (*n* = 3, 2-way ANOVA). (**B**) Representative flow cytometry histograms showing cell cycle distribution in WT or *FIH*-KO LLC cells under normoxia (top) or hypoxia (bottom); the percentage of cells in each phase is indicated (left). Bar graphs represent cell cycle phases corresponding to cells cultured under normoxia (top) or hypoxia (bottom) (*n* = 3, unpaired *t* test). (**C**) Representative Western blot showing the expression of p21, p27, and tubulin in WT and *FIH*-KO LLC cells, cultured under normoxia or hypoxia for 16 hours. (**D**) Relative RNA expression levels of *Cdca3* and *Aurkb* genes in WT and *FIH*-KO LLC cells after 16 hours of culture under normoxia or hypoxia, measured by qPCR (*n* = 3, unpaired *t* test). (**E**) Percentage of early (annexin V^+^, 7-AAD^–^) and late (annexin V^+^, 7-AAD^+^) apoptotic cells corresponding to the indicated lung cancer cell lines cultured under normoxia or hypoxia for 48 hours, stained with 7-AAD and annexin V, and measured by flow cytometry (*n* = 3, unpaired *t* test). (**F**) Representative flow cytometry dot plots corresponding to WT or *FIH*-KO LLC cells stained with 7-AAD and annexin V. Data are shown as mean ± SEM; values in each quadrant represent the percentage of cells. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

**Figure 3:**
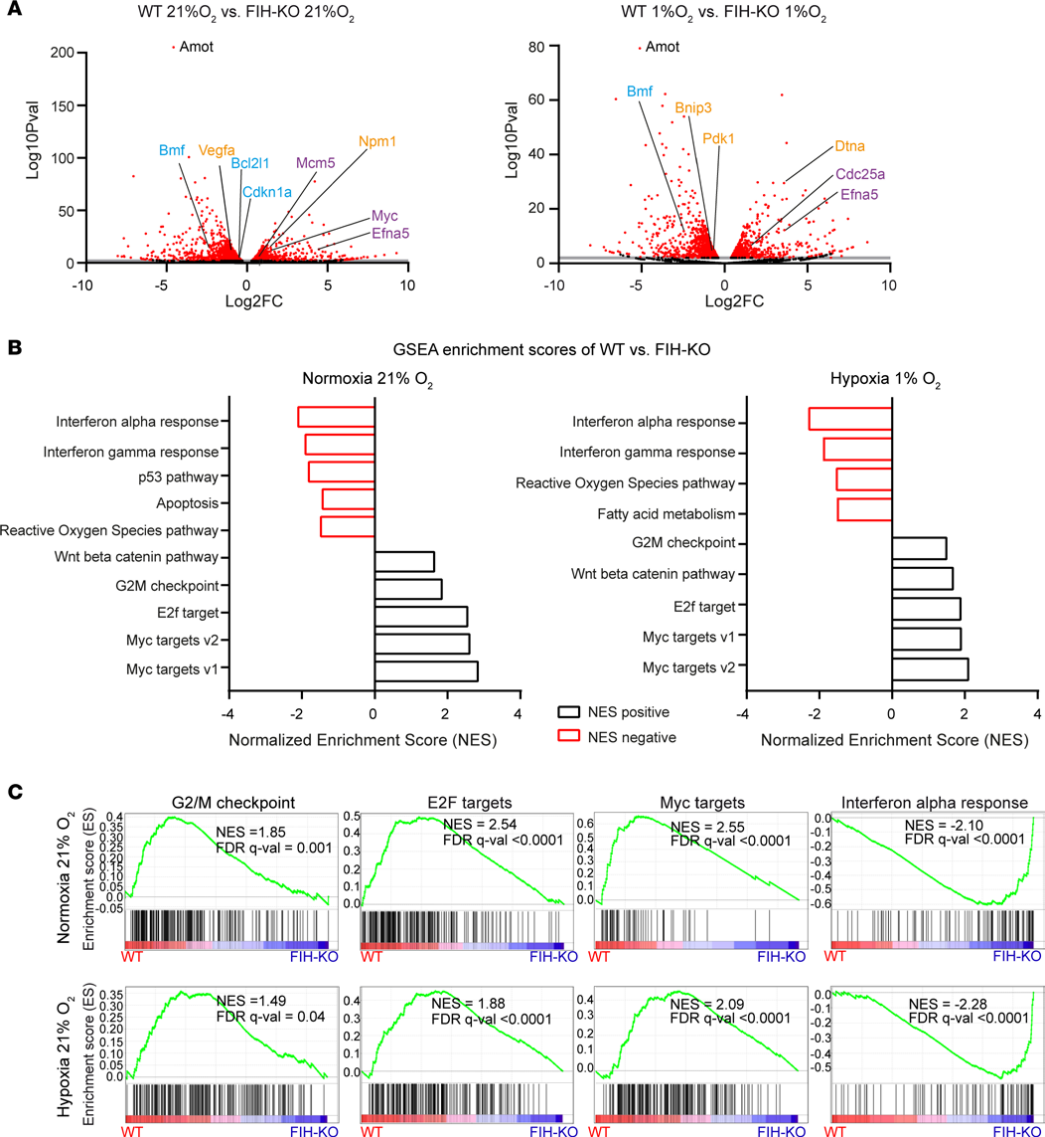
RNA-Seq analysis reveals transcriptional changes in lung cancer cells upon *FIH* deletion. (**A**) Volcano plots showing genes that are differentially expressed in *FIH*-KO LLC cells compared with WT LLC cells. Red dots represent significantly dysregulated genes (*P* < 0.05) that have log_2_ fold changes > 2. Genes corresponding to specific pathways are colored (yellow, hypoxia/cellular response to stress; purple, cell cycle progression; blue, apoptosis; black, Hippo signaling pathway). (**B**) Gene set enrichment analysis (GSEA) showing a selection of significantly dysregulated pathways (*P* < 0.05) in WT versus *FIH*-KO LLC cells cultured under normoxia (right) or hypoxia (left) for 16 hours. Genes were ranked by fold changes and tested for enrichment using the MSigDB hallmark gene sets. (**C**) Individual gene set enrichment plots of selected GSEA hallmarks (G2/M checkpoint, E2F targets, Myc targets and IFN-α response pathway) in WT LLC cells in comparison with *FIH*-KO LLC cells in normoxia (top) or hypoxia (bottom). Normalized enrichment scores (NES) and FDR *q* values are shown.

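With the adjusted p in place of the P of the legend, 532 genes passed both thresholds in normoxia, 326 higher and 206 lower in FIH-KO cells, and 531 passed in hypoxia, 270 higher and 261 lower (edgeR). With the unadjusted p under 0.05, 574 and 556 genes passed. Without the threshold on the fold change, 3933 genes in normoxia (2116 higher, 1817 lower) and 3896 in hypoxia (1964 higher, 1932 lower) had an adjusted p under 0.05. The filter on low counts moved the counts past both thresholds most, to 124 in normoxia and 119 in hypoxia when each library had to hold at least 10 counts of a gene. In normoxia every WT library held 3 counts or fewer for 156 of the tested genes, and every FIH-KO library for 133. In hypoxia these numbers were 106 and 114. With such genes set at the bound that 3 counts allow, 485 genes passed in normoxia (299 higher, 186 lower) and 483 in hypoxia (247 higher, 236 lower).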

**Figure 4:**
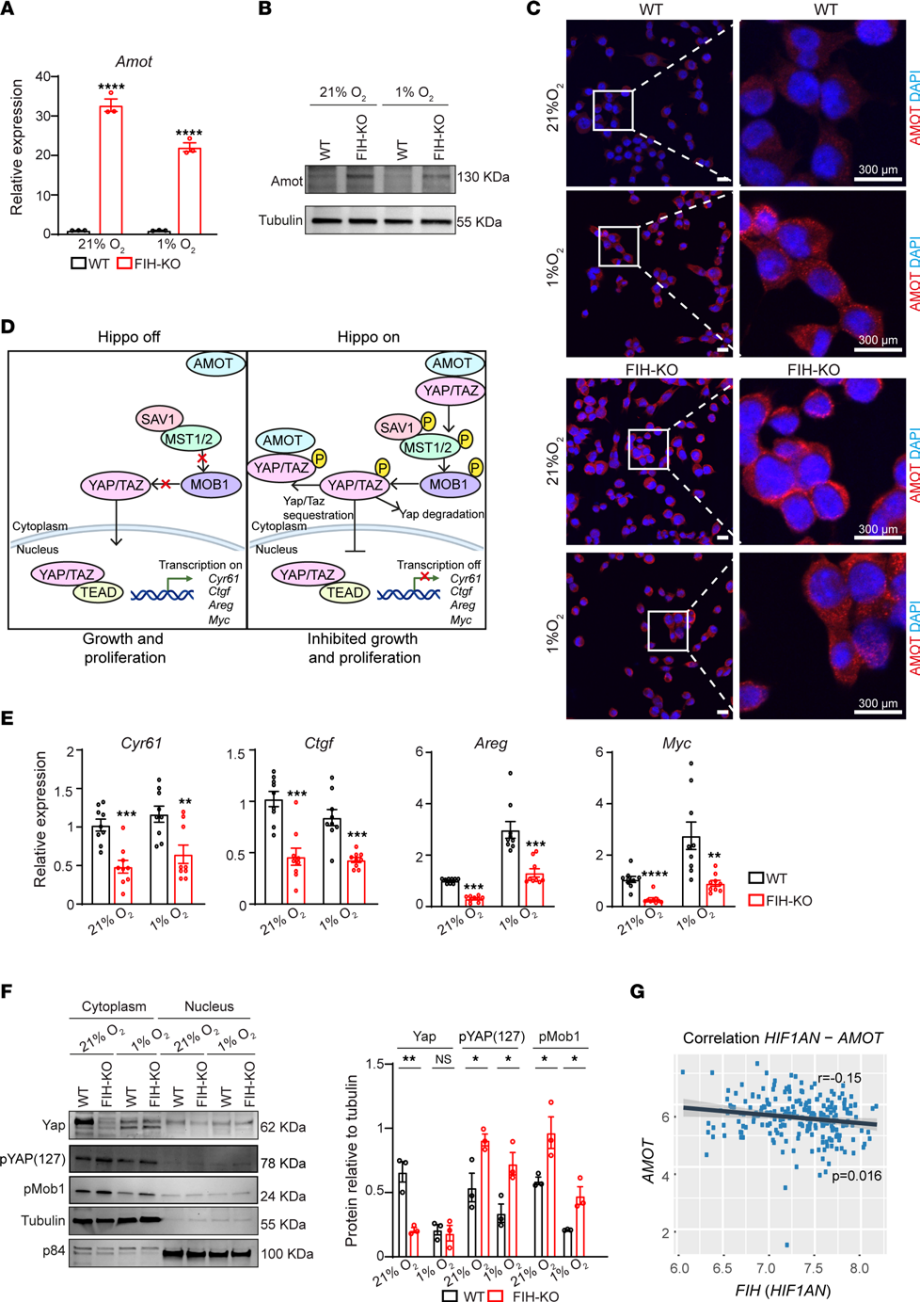
FIH promotes YAP/TAZ signaling in lung cancer cells. (**A**) Relative RNA expression of *Amot* in WT or *FIH*-KO LLC cells under normoxia or hypoxia, measured by qPCR (*n* = 3, unpaired *t* test). (**B**) Immunoblotting showing Amot and tubulin protein levels in WT or *FIH*-KO LLC cells cultured under normoxia or hypoxia. (**C**) IF showing Amot expression in WT or *FIH*-KO LLC cells cultured under normoxia or hypoxia. Enlarged images of WT (top) or *FIH*-KO (bottom) LLC cells are shown in the insets. Scale bars: 300 μm. (**D**) Schematic representation of the Hippo signaling pathway. In the absence of phosphorylation, nuclear translocation of YAP/TAZ acts as a transcriptional coactivator (Hippo pathway off, left). Diverse upstream events, including Amot signaling, can result in YAP phosphorylation, preventing nuclear translocation (Hippo pathway on, right). (**E**) Relative RNA expression of *Cyr61*, *Ctgf*, *Areg*, and *Myc* genes in WT or *FIH*-KO LLC cells cultured under normoxia or hypoxia conditions, measured by qPCR (*n* = 3, unpaired *t* test, technical replicates are shown). (**F**) Western blot showing Yap, phospho-YAP (Ser127), pMob1, tubulin, and nuclear matrix protein p84 (NP84) in WT or *FIH*-KO LLC cells cultured under normoxia or hypoxia (left). Bar graph corresponding to the densitometric quantification of the cytoplasmic fractions of the indicated proteins (right, *n* = 3, unpaired *t* test). (**G**) Correlation between the expression of *FIH* (*HIF1AN*) and *AMOT* mRNA expression in lung cancers (*n* = 246 patients). Data and analysis obtained from Cancertool (Okayama dataset) (81). Data are shown as mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001. Experiments were performed for 16 hours in each condition indicated.

**Figure 5:**
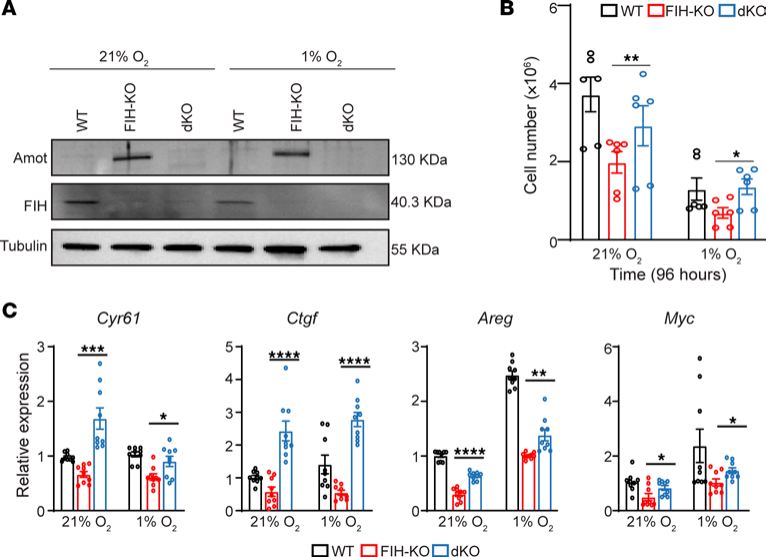
*Amot* deletion rescues the impairment in proliferation of *FIH*-deficient lung cancer cells. (**A**) Western blot showing the levels of Amot, FIH, and tubulin in WT, *FIH*-KO, or double *FIH* and *AMOT* KO (dKO) LLC cells, cultured under normoxia or hypoxia conditions for 16 hours. (**B**) Cell numbers of WT (black), *FIH*-KO (red), or dKO (blue) LLC cells cultured under normoxia or hypoxia as indicated (*n* = 3, unpaired *t* test, technical replicates are shown). (**C**) Relative RNA expression of *Cyr61*, *Ctgf*, *Areg*, and *Myc* genes in WT (black), *FIH*-KO (red), or dKO (blue) LLC cells cultured under normoxia or hypoxia for 16 hours, measured by qPCR (*n* = 3, unpaired *t* test, technical replicates are shown). Data are presented as mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

**Figure 6:**
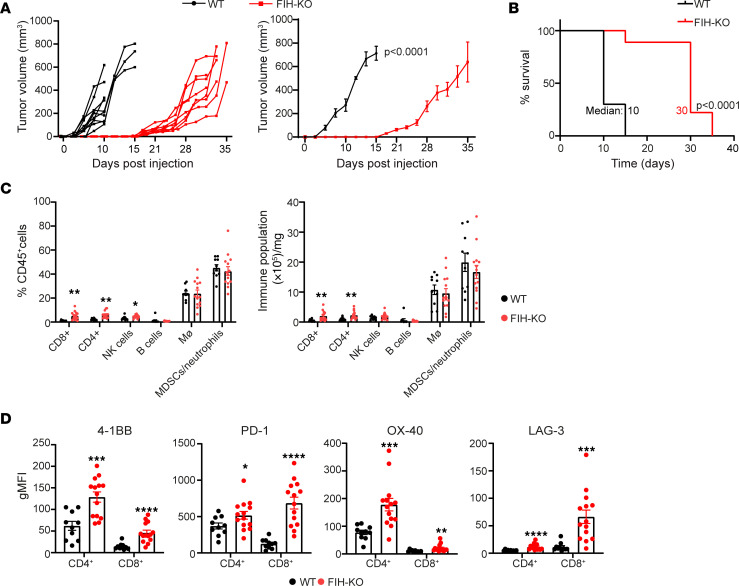
*FIH* deletion inhibits lung cancer cell growth in vivo. (**A**) Individual tumor development of WT (black) or *FIH*-KO (red) LLC tumors are indicated (left). Tumor growth was measured every other day, and Data are shown as mean ± SEM at the indicated time points (right). Statistical test represents 2-way repeated-measures ANOVA in days 8, 10, 13, 14, and 15. (**B**) Kaplan-Meier survival analysis of the indicated groups. Mice were euthanized when tumors reached 12 mm. Statistical analysis for survival curves represents a log-rank test. Values represent median survival days. For **A** and **B**, data from 1 representative experiment is shown (*n* = 3 independent experiments). *n* = 9–10 mice per group. (**C**) The percentages (left) and absolute numbers (right) of immune populations in tumors within live CD45^+^ cells were analyzed by flow cytometry. (**D**) gMFI values corresponding to the level of expression of 4-1BB, PD-1, OX-40, and LAG-3 were determined on tumor-infiltrating CD4^+^ and CD8^+^ T cells by flow cytometry. A pool of 2 independent experiments is represented in **C** and **D**. *n* = 10–14 mice per group. *P* values were calculated by Mann Whitney *U* nonparametric test. Data are presented as mean ± SEM. *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, and ****P ≤ 0.0001.

**Figure 7:**
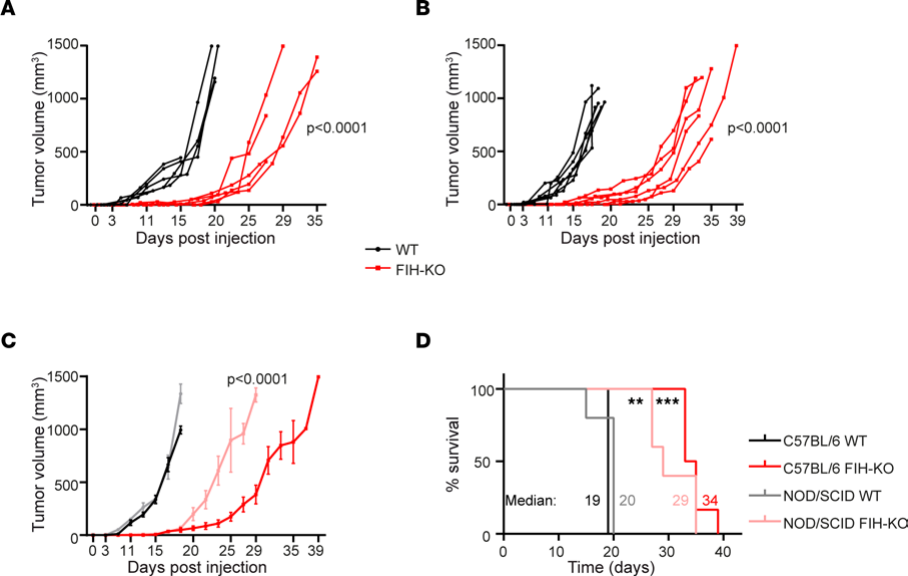
*FIH* deletion inhibits lung cancer cell growth in vivo in immunodeficient mice. (**A**) Tumor growth of WT (black) or *FIH*-KO (red) LLC tumors in immunocompromised NOD/SCID mice; individual tumor development is indicated. *n* = 5 mice per group. (**B**) Tumor growth of WT (black) or *FIH*-KO (red) LLC tumors (left) in immunocompetent C57BL/6 mice; individual tumor development are indicated. *n* = 6 mice per group. (**C**) Tumor growth of WT or *FIH*-KO LLC tumors growing in NOD/SCID (**A**) or C57BL/6 (**B**) mice. Data are shown as mean ± SEM. Statistical test represents 2-way repeated-measures ANOVAs in days 22, 25, 27, and 29. *n* = 5–6 mice per group. (**D**) Kaplan-Meier survival analysis corresponding to the indicated groups. Mice were euthanized when tumors reached 15 mm. Statistical analysis of survival curves represents log-rank tests. Indicated values represent the median survival for each group. *n* = 5–6 per group. Data are presented as mean ± SEM. **P ≤ 0.01 and ***P ≤ 0.001.

**Figure 8:**
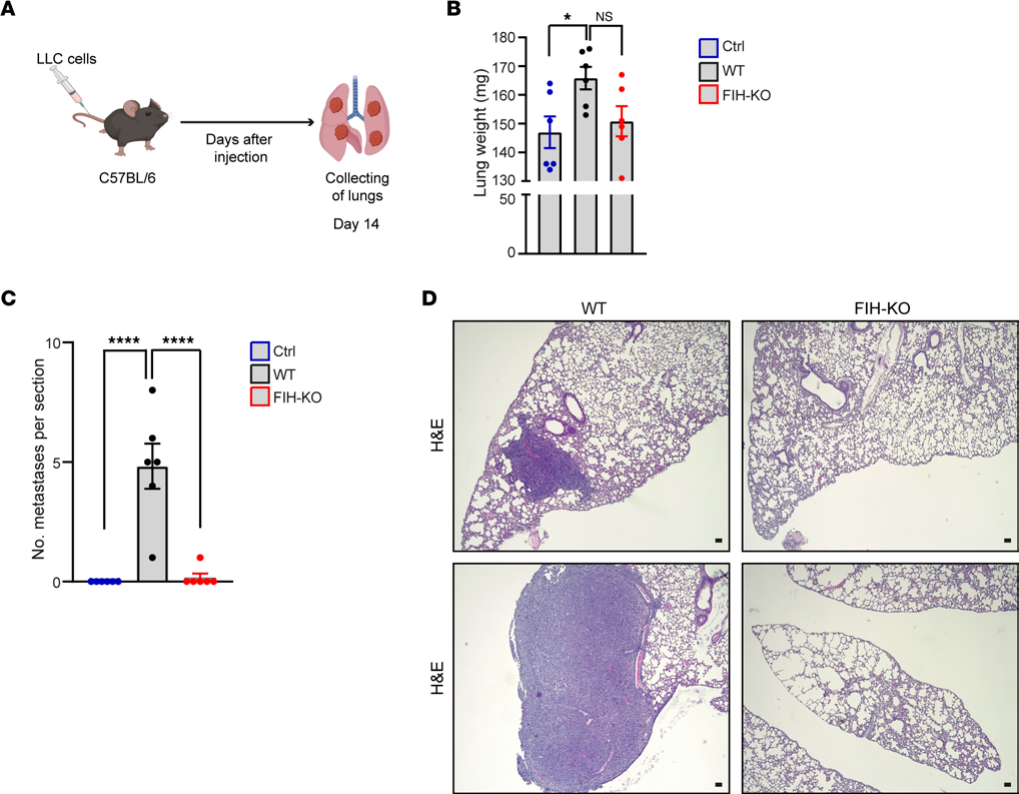
FIH promotes lung metastasis in vivo. (**A**) Schematic representation of the workflow to assess metastatic success upon *FIH* deletion. LLC cells were i.v. injected in C57BL/6 mice and lungs were collected on day 14. (**B**) Lung weights of control mice (blue) or mice receiving WT (black) or *FIH*-KO (red) tumor cells are shown (*n* = 6, 1-way ANOVA). (**C**) Number of metastases per lung section were quantified after staining with H&E (*n* = 6, 1-way ANOVA). (**D**) Representative images of lung histology are shown; sections were stained with H&E. Scale bars: 300 μm. Data are shown as mean ± SEM. *P ≤ 0.05 and ****P ≤ 0.0001.

**Figure 9:**
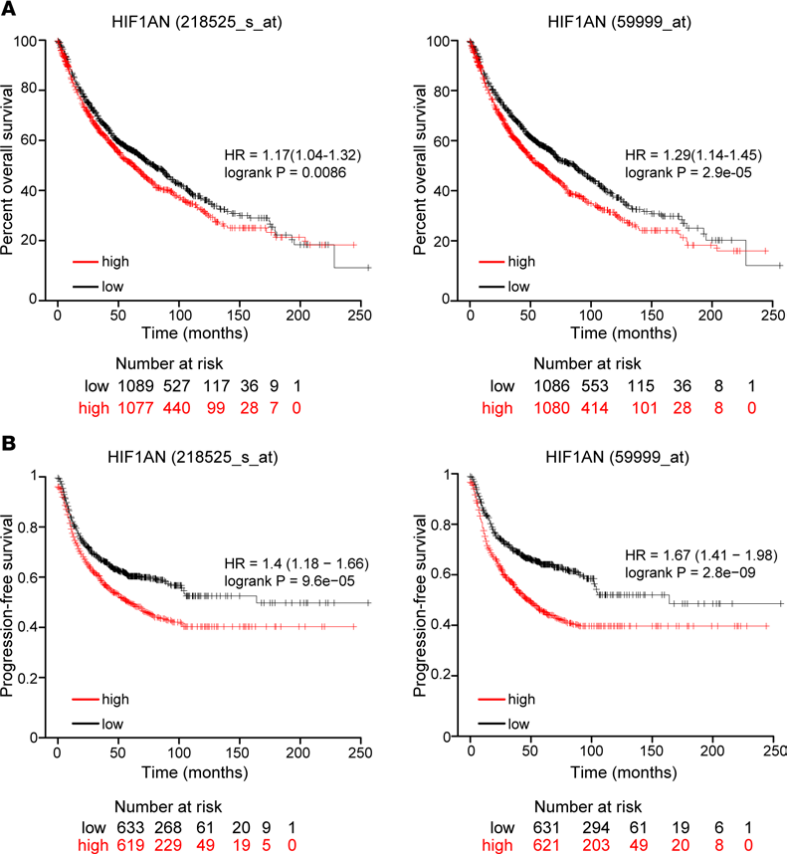
High FIH expression correlates with poor survival in patients with NSCLC. (**A**) Kaplan-Meier overall survival plot of patients with NSCLC (*n* = 2166), classified by the level of FIH expression: high (red) or low (black), measured with Affymetrix arrays (IDs: 218525_s_at [right] and 59999_at [left]). A log-rank test for each panel was performed, and *P* values are indicated. (**B**) Kaplan-Meier shows progression-free survival of patients with lung cancer (*n* = 1252) classified by their level of FIH expression: high (red) and low (black).

# Supplementary material for: Factor-inhibiting HIF (FIH) promotes lung cancer progression
**Source:** JCI Insight. 2023 Oct 23;8(20):e167394. doi: 10.1172/jci.insight.167394

# Supplemental figures

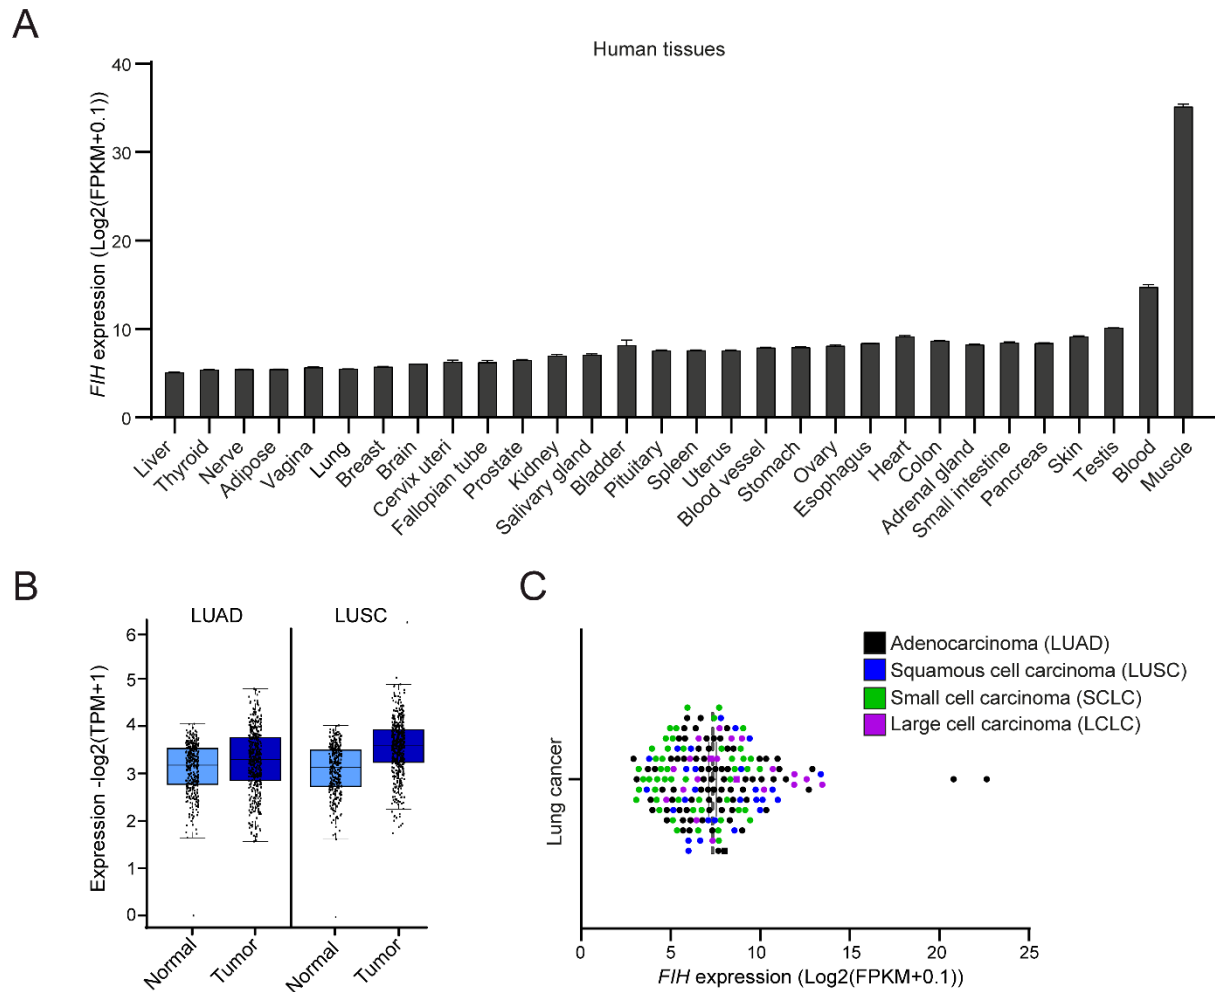

**Supplemental Figure 1. *FIH* is expressed in both normal and malignant lung tissues. (A)** *FIH* expression across human tissues corresponding to the indicated organs. Data from GTEx database was represented. **(B)** *FIH* is expressed in solid tumors: lung adenocarcinoma (LUAD, left) and lung squamous cell carcinoma (LUSC, right). Data was generated using GEPIA. **(C)** *FIH* expression across lung cancer cell lines corresponding to adenocarcinoma (LUAD, black), squamous cell carcinoma (LUSC, blue), small cell carcinoma (SCLC, green) or large cell carcinoma (LCLC, purple). Data was obtained from Omicsoft Studio, Qiagen.

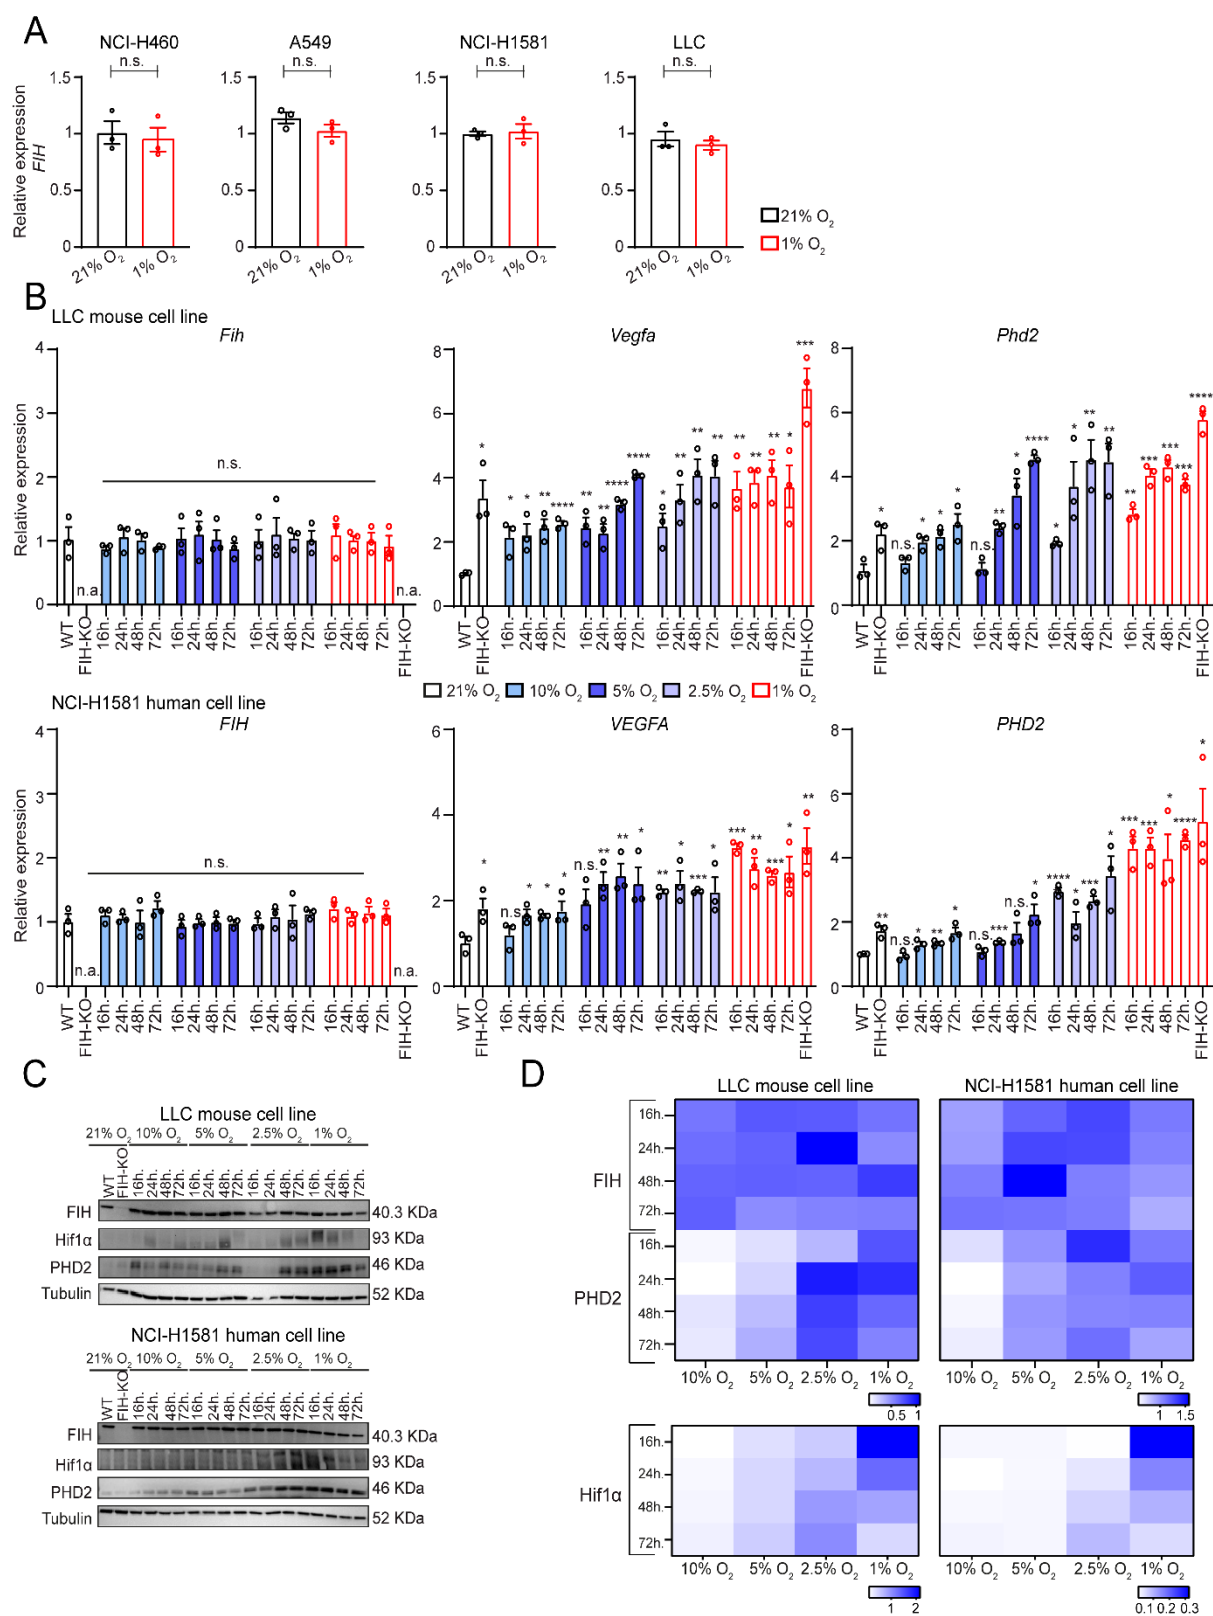

**Supplemental Figure 2. Hypoxia does not influence *FIH* expression in lung cancer cell lines.** (A) Relative RNA expression levels of *FIH* after 16 hours of culture under normoxia (black) or hypoxia (red) in lung cancer cell lines (n=3, unpaired t test). Data are presented as mean ± SEM. n.s. (not significant). (B) Relative RNA expression levels of *FIH*, *VEGFA* and

*PHD2* in LLC (top) or NCI-H1581 (bottom) cells cultured under normoxia (white) or the indicated levels of oxygen: 10% O<sub>2</sub> (blue), 5% O<sub>2</sub> (dark blue), 2.5% O<sub>2</sub> (purple) or 1% O<sub>2</sub> (red) at different time points: 16, 24, 48 or 72 hours. Data are presented as mean ± SEM (n=3, unpaired t test). Asterisks represent p values: \* (p ≤ 0.05), \*\* (p ≤ 0.01), \*\*\* (p ≤ 0.001) and \*\*\*\* (p ≤ 0.0001). n.s. (not significant). n.a. (not amplification observed). **(C)** Western blot showing the levels of FIH, HIF1A, PHD2 or tubulin protein levels of WT or *FIH*-KO cells corresponding to LLC (top) or NCI-H1581 (bottom) cells cultured at the indicated time points. **(D)** Heatmap showing a direct comparison of the levels of FIH and PHD2 protein levels (top) and the levels of HIF1A (bottom). Quantifications were made by densitometric analysis of the immunoblots shown in C.

A

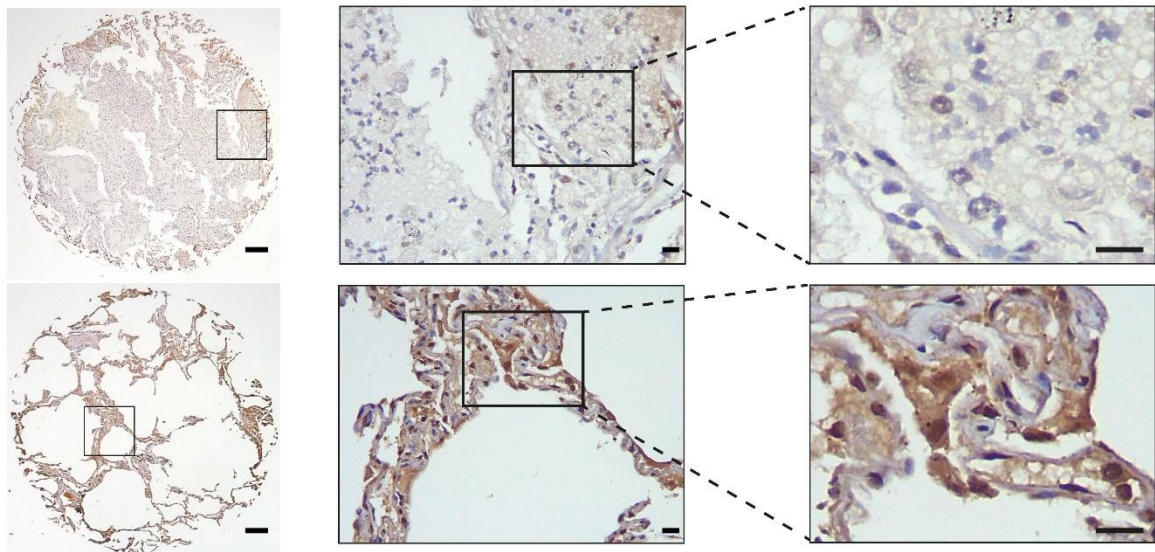

B

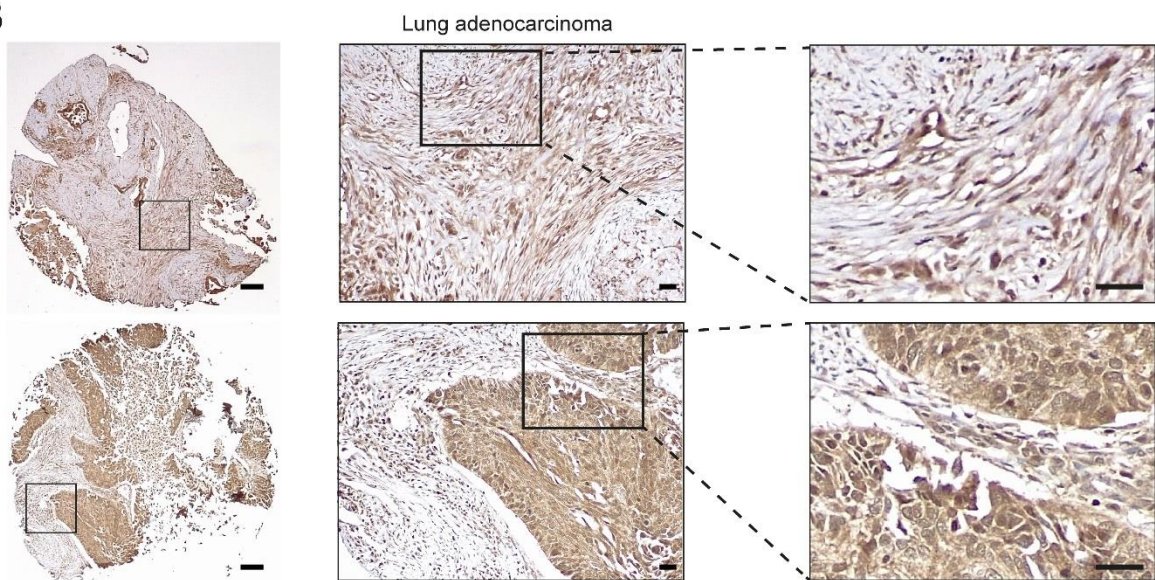

C

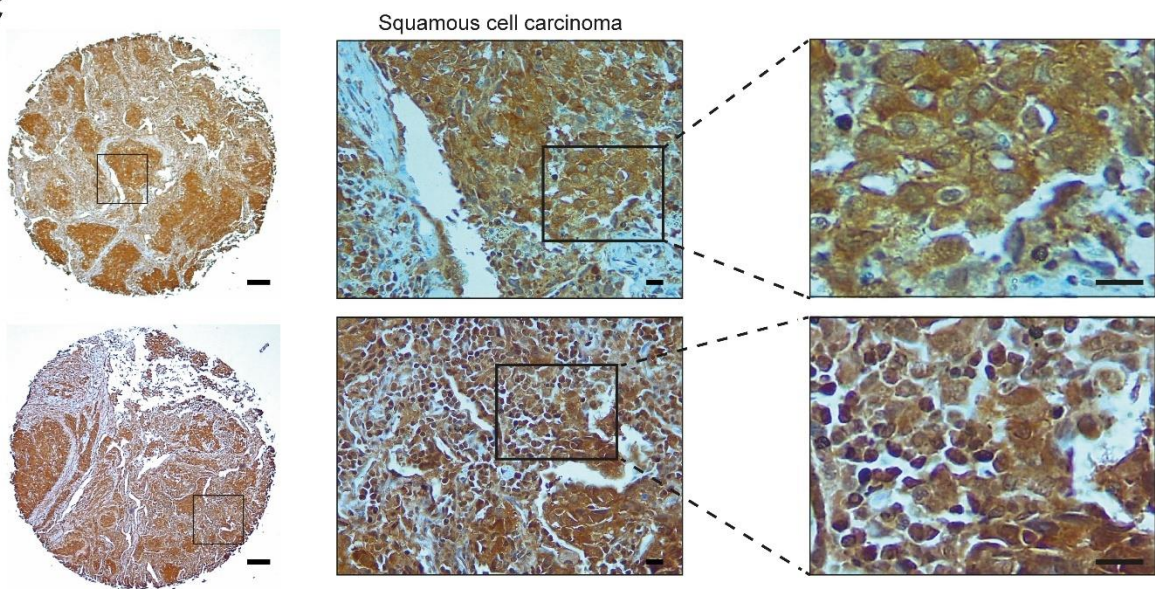

**Supplemental Figure 3. Expression of FIH in lung tissues.** Representative immunohistochemistry images showing varying degrees of FIH (peroxidase-DAB brown staining) in lung cancer tissue microarrays in: **(A)** normal tissue, **(B)** lung adenocarcinoma (LUAD) or **(C)** squamous cell carcinoma (LUSC). Insets show image magnifications. Scale bars = 500  $\mu$ m.

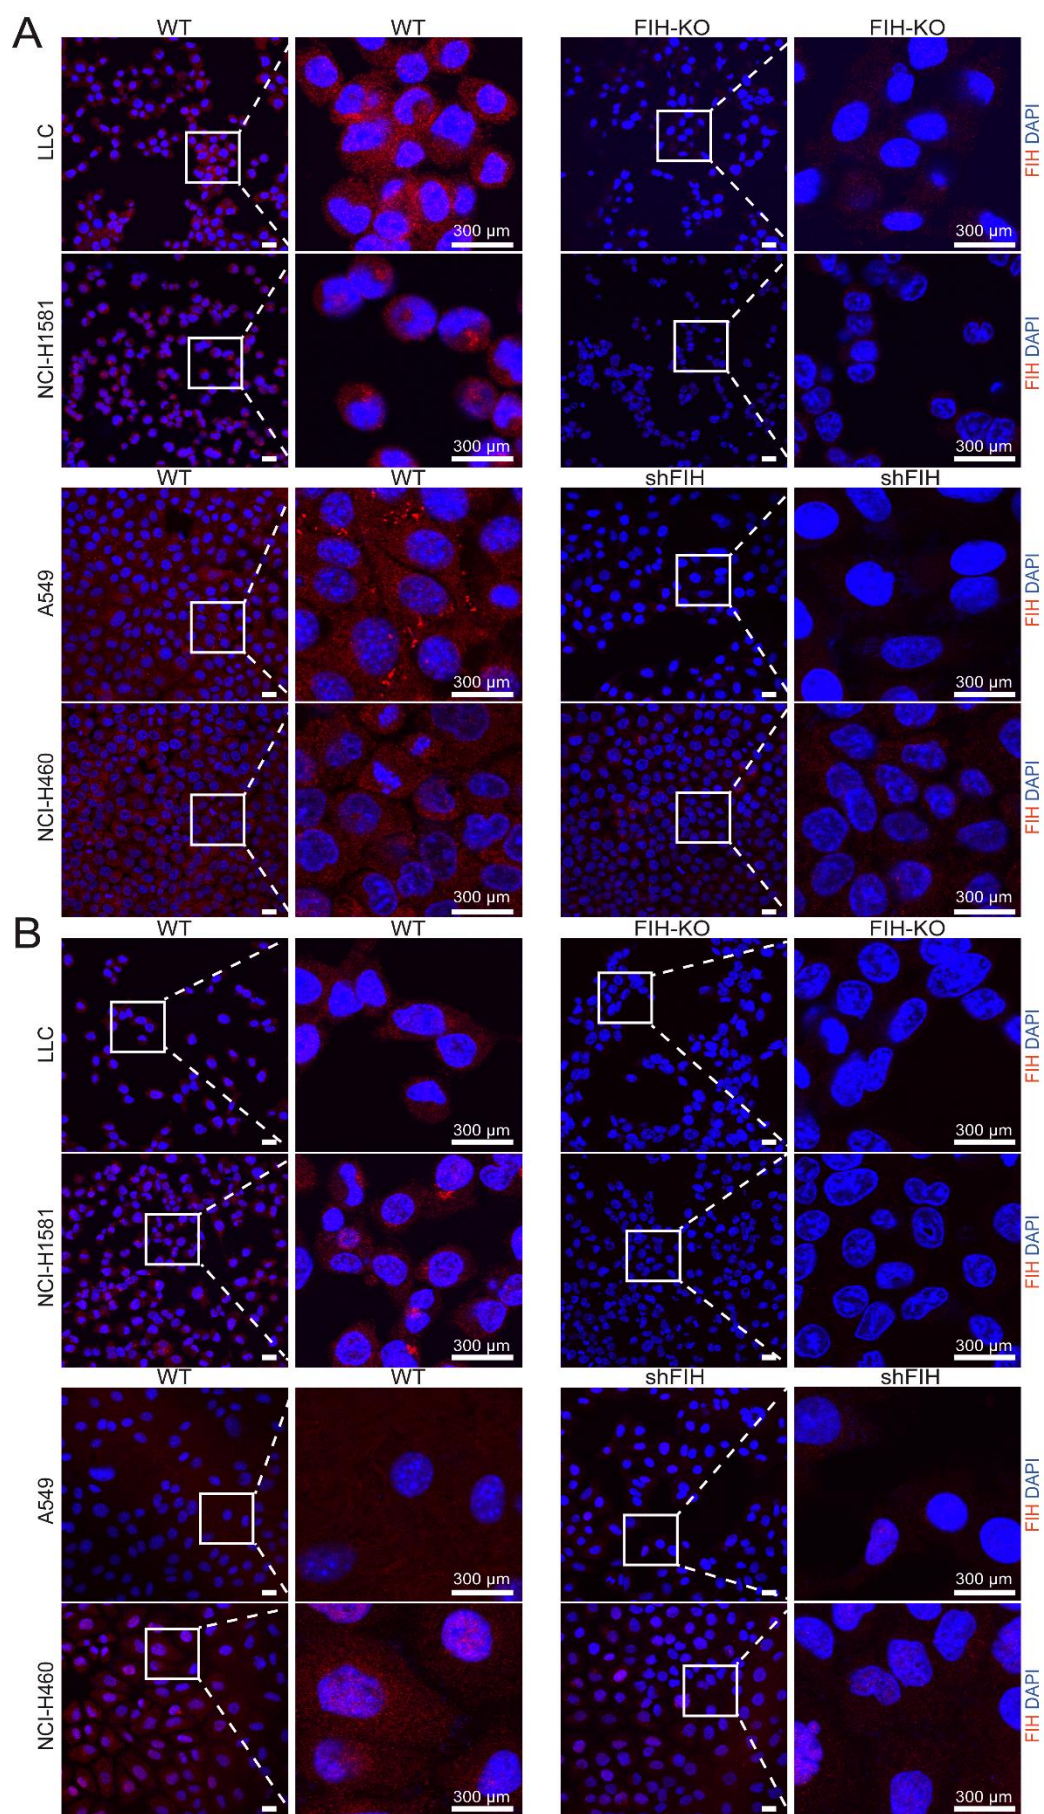

**Supplemental Figure 4. FIH is mainly located in the cytoplasm compartment of lung cancer cells.** Immunofluorescence showing FIH expression levels (red) and DAPI (blue) in WT or *FIH*-KO for the indicated cell lines (LLC, NCI-H1581, A549 and NCI-H460) after 16 hours of culture in: **(A)** normoxia or **(B)** hypoxia. Insets show image magnifications for each condition. Scale bars = 300  $\mu$ m.

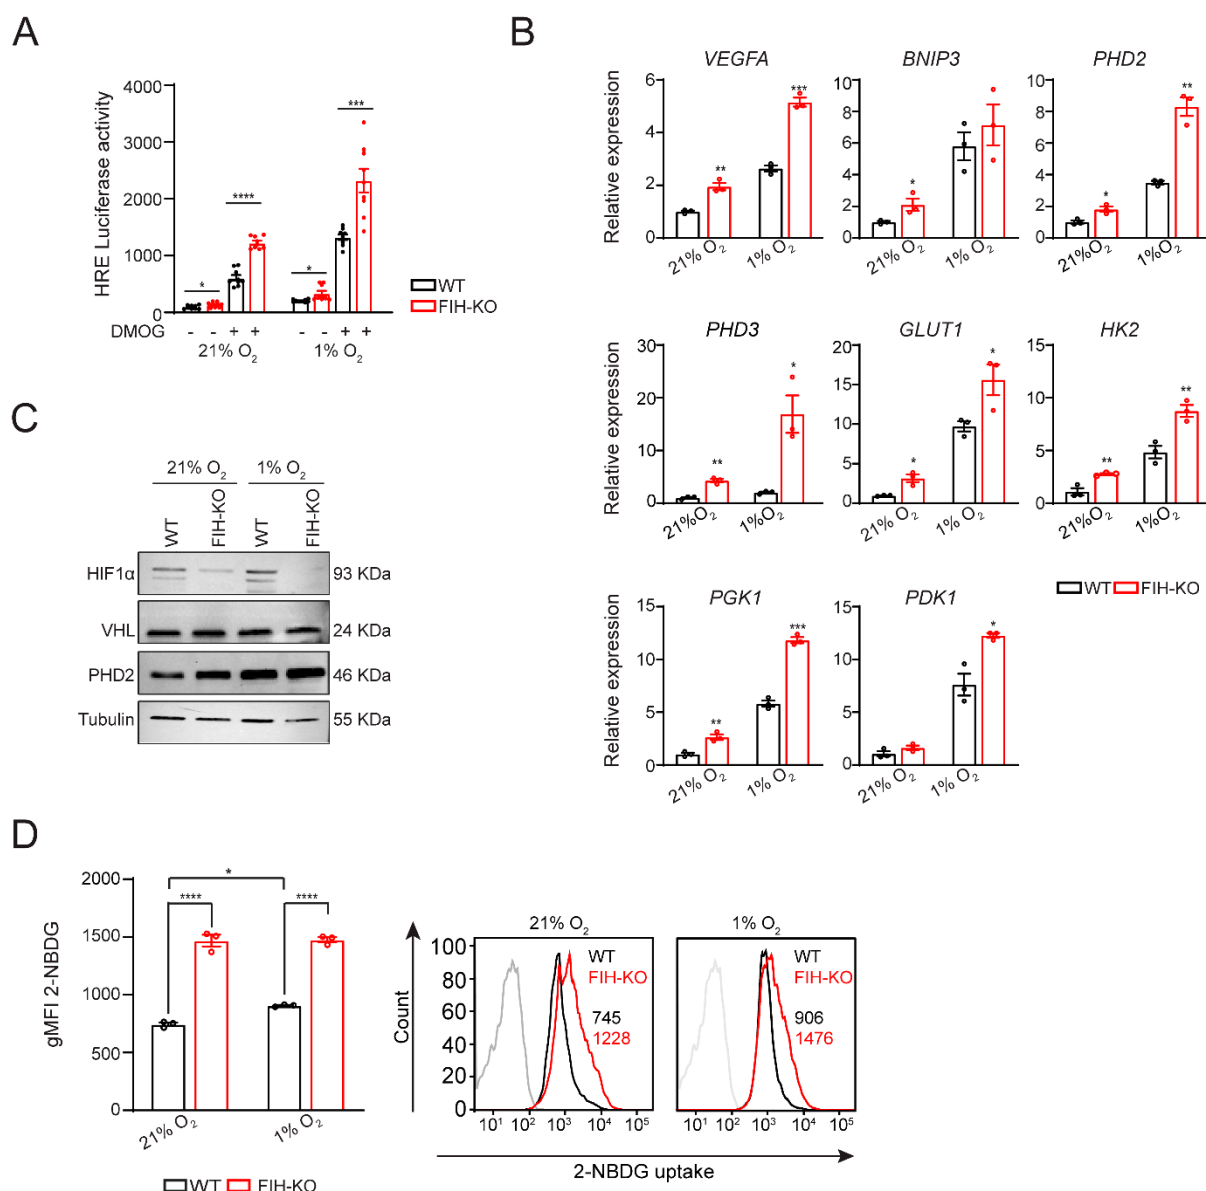

**Supplemental Figure 5. *FIH* deletion in lung cancer cells promotes HIF-driven metabolism.** (A) HRE luciferase reporter activity assay performed with NCI-H1581 cells cultured in the presence or absence of 1mM DMOG under the indicated oxygen levels. (n=3, technical replicates are shown, unpaired t test). (B) Relative expression of the indicated HIF-target genes in WT (black) or *FIH*-KO (red) NCI-H1581 cells after 16 hours of culture under normoxia or hypoxia, measured by qPCR (n=3, unpaired t test). (C) Immunoblotting showing HIF1A, PHD2, VHL and tubulin expression in WT or *FIH*-KO NCI-H1581 cells, cultured under normoxia or hypoxia for 16 hours. (D) Flow cytometry analysis of glucose uptake (2-NBDG) in WT (black) or *FIH*-KO (red) NCI-H1581 cells cultured under normoxia or hypoxia for 48 hours. A representative histogram with gMFI values for each condition (unstained, grey; WT, black or *FIH*-KO, red) is shown (n=3, two-way ANOVA). Data are presented as mean ± SEM. Asterisks represent p values: \* (p ≤ 0.05), \*\* (p ≤ 0.01), \*\*\* (p ≤ 0.001) and \*\*\*\* (p ≤ 0.0001).

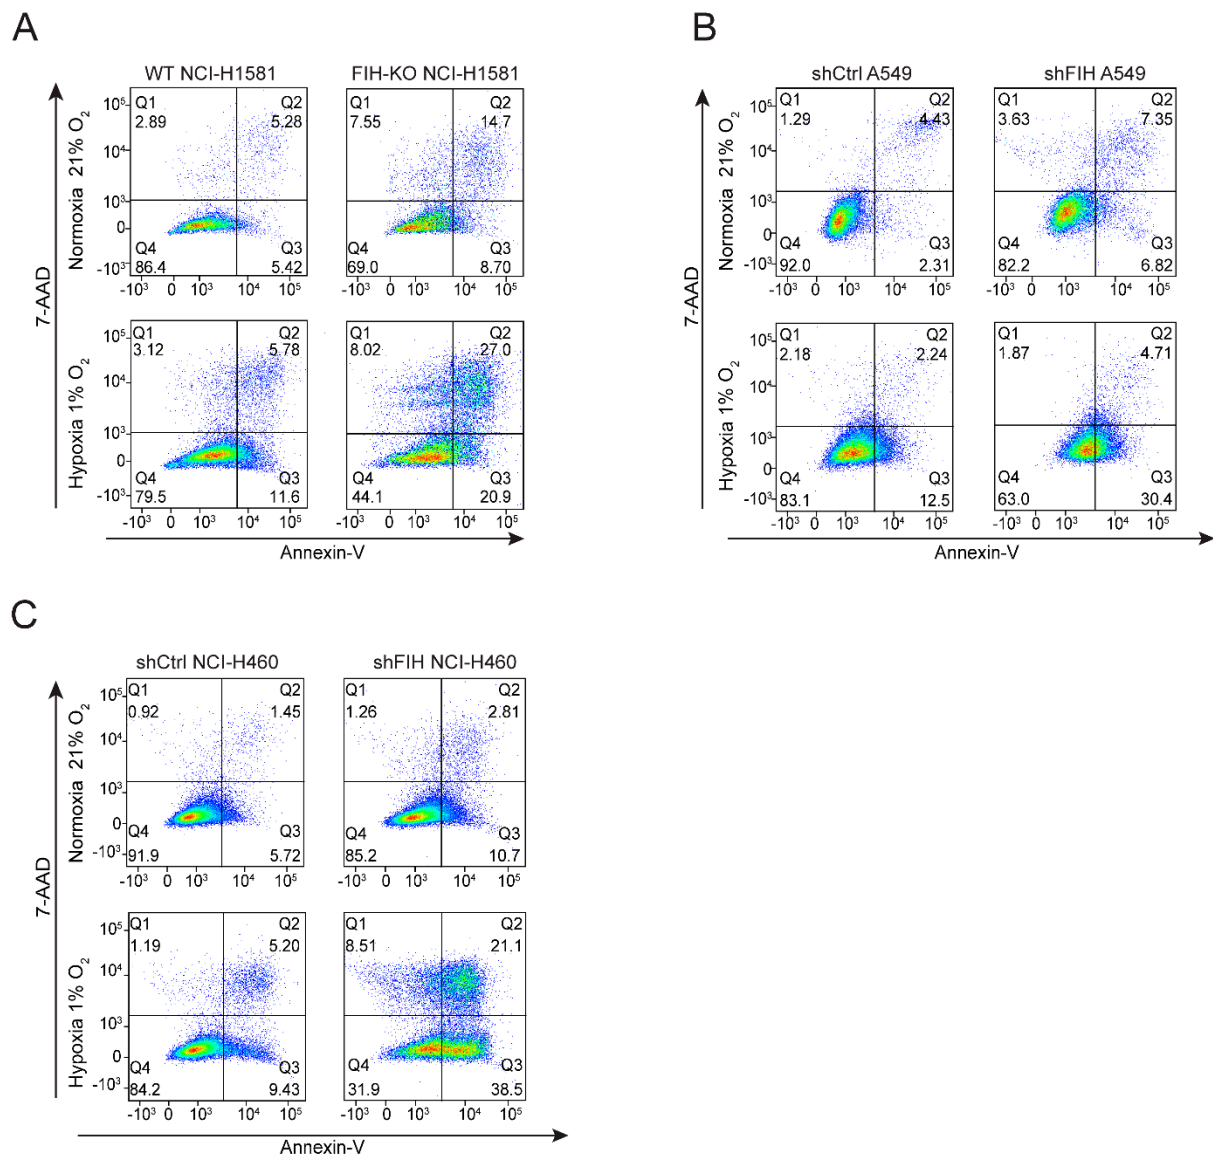

**Supplemental Figure 6. *FIH* deletion in tumor cells impairs cell survival in vitro. (A-C)** Representative flow cytometry dot plots corresponding to human lung cancer cell line NCI-H1581 (A), A549 (B) and NCI-H460 (C) stained with 7-AAD and Annexin-V. The percentage values of early (Q3) or late (Q4) apoptotic cells are shown in each panel.

A

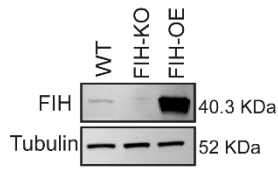

B

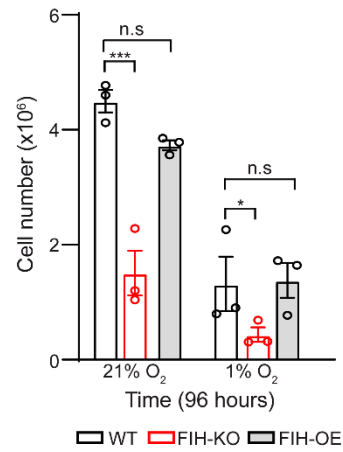

**Supplemental Figure 7. Overexpression of *FIH* in LLC cells prevents HIF activity and does not impact cell proliferation. (A)** Western blot showing the levels of FIH and tubulin in WT, *FIH*-KO or *FIH*-overexpressing (*FIH*-OE) LLC cells. **(B)** Number of cells of WT (black), *FIH*-KO (red) or *FIH*-OE (grey) LLC cells cultured under normoxia or hypoxia as indicated. (n=3, one-way ANOVA). Data are presented as mean  $\pm$  SEM. Asterisks represent p values: \* ( $p \leq 0.05$ ) and \*\*\* ( $p \leq 0.001$ ). n.s. (not significant).

A

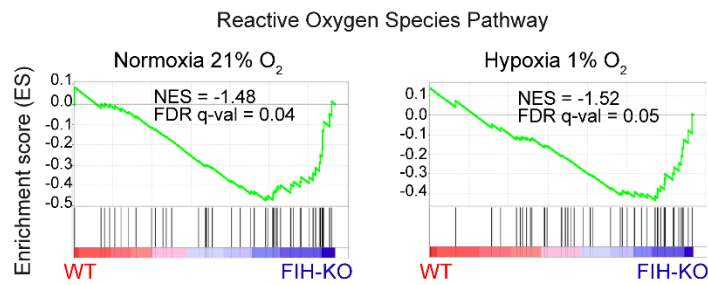

B

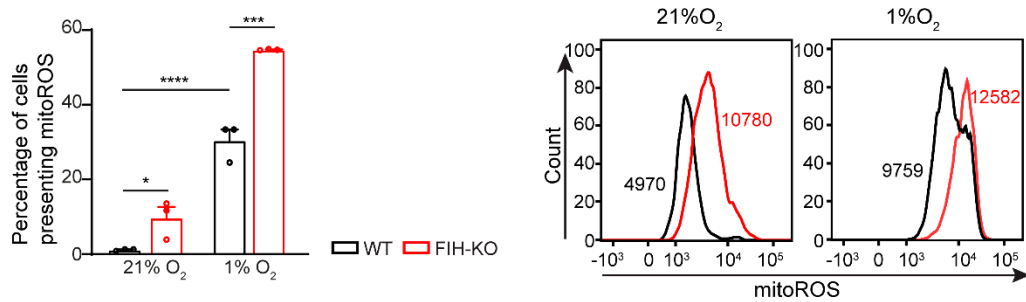

**Supplemental Figure 8. *FIH* loss promotes a significant increase in ROS levels. (A)**

Individual gene set enrichment GSEA plots corresponding to the reactive oxygen species pathway in WT LLC cells in comparison to *FIH*-KO LLC cells, cultured in normoxia (right) or hypoxia (left). Normalized Enrichment score (NES) and FDR q values are shown. (B) Bar graphs representing percentage of cells (left) and gMFIs (right) of WT (black) or *FIH*-KO (red) LLC cells stained with mitoSOX; cells were cultured under normoxia or hypoxia for 48 hours. A representative flow cytometry plot for each condition is shown (n=3, two-way ANOVA). Data are presented as mean  $\pm$  SEM. Asterisks represent p values: \* ( $p \leq 0.05$ ) and \*\*\* ( $p \leq 0.001$ ).

A

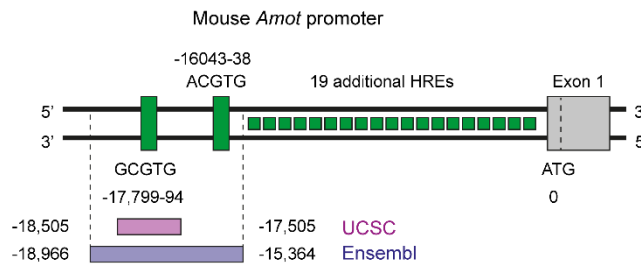

B

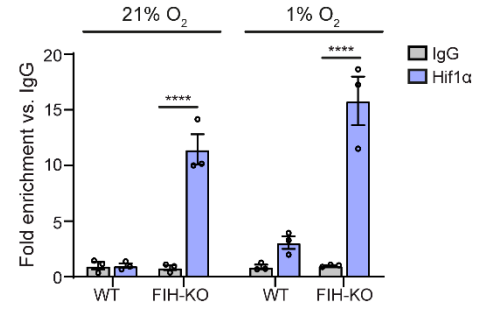

## Supplemental Figure 9. Characterization of functional hypoxia-response elements

**(HREs) in the promoter region of the *Amot* gene. (A)** Positions of putative identified HRE motifs in the promoter region of the *Amot* gene predicted by UCSC Genome Browser (pink) and Ensembl (purple). 

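HREs contain the core RCGTG, where R is A or G. In GRCm39 the start codon of the canonical Amot transcript begins at base 144270635 of the X chromosome, and Amot is read from the minus strand. The promoter window of the paper's figure, from 144285999 to 144289601 and upstream of the start codon, held 4 such cores, 2 of them on the strand of the gene. The first of these, GCGTG at 144288430 to 144288434, lies 17799 to 17795 bases upstream of the start codon in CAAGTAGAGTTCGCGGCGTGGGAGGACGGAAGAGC. It is inside the 133 bases amplified by the ChIP-qPCR primers (144288370 to 144288502) and just outside the annotated gene. The other, ACGTG at 144286674 to 144286678, lies 16043 to 16039 bases upstream in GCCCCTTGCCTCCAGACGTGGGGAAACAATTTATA, within the annotated gene. On the opposite strand, read as CACGC along the gene, cores lie at 144288654 to 144288658 and at 144288102 to 144288106. From the far edge of the window to the start codon, 21 cores lie on the strand of the gene and 29 on both strands together. These are positions in the reference sequence and carry no measure of HIF binding.

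**Figure D3:**
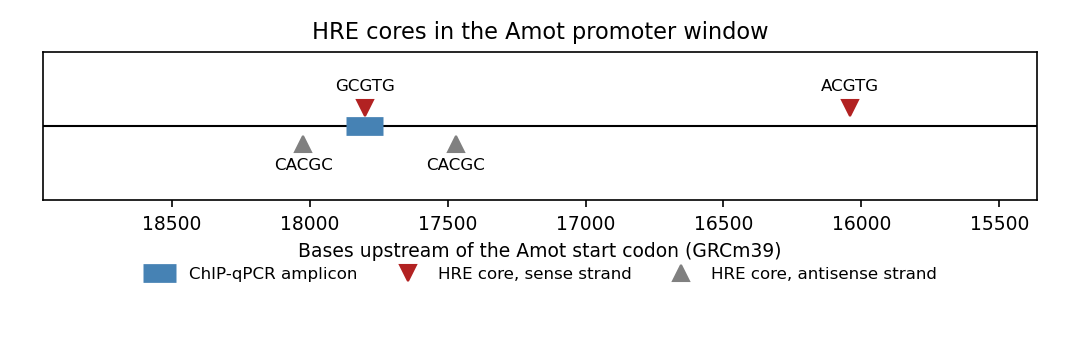
Map of the Amot promoter on the X chromosome of GRCm39, with the HRE cores on each strand and the amplicon of the ChIP-qPCR primers, along the distance in bases upstream of the start codon. Of the 4 cores in the window, 1 lies in the amplicon.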

The number of additional HREs between the promoter and the starting codon (ATG) is also shown. **(B)** ChIP-qPCR values representing the fold enrichment of HIF1A binding to the indicated HRE motifs in the *Amot* promoter in mouse LLC cell lines cultured under normoxia or hypoxia for 16 hours. Control ChIP was performed with IgG (n=3, two-way ANOVA with Bonferroni correction). Data are represented as mean  $\pm$  SEM. Asterisks represent p values: \*\*\*\* ( $p \leq 0.0001$ ).

A

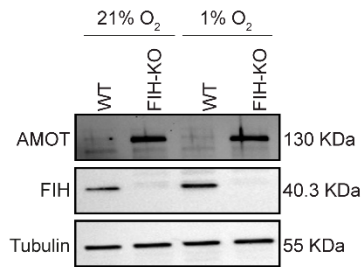

B

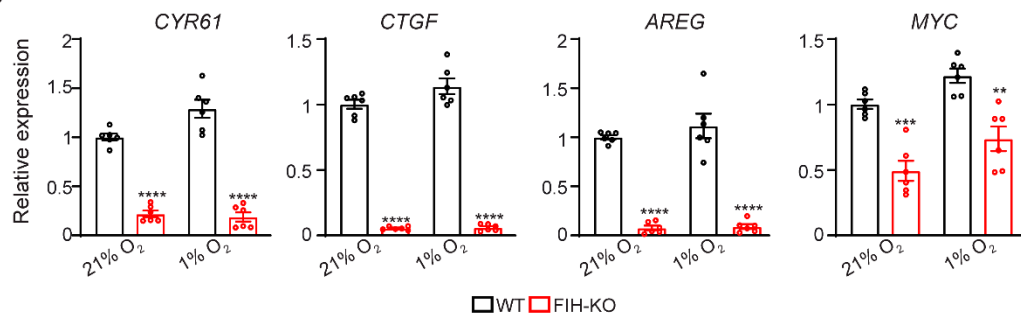

**Supplemental Figure 10. FIH deletion results in an increase in Amot expression and inhibition of YAP/TAZ signaling in human lung cancer cells. (A)** Western blot showing the levels of AMOT, FIH and tubulin in WT or *FIH*-KO NCI-H1581 cells after 16 hours of culture under normoxia or hypoxia. **(B)** Relative RNA expression of *CYR61*, *CTGF*, *AREG* and *MYC* genes in NCI-H1581 WT or *FIH*-KO cells cultured under normoxia or hypoxia, measured by qPCR (n=3, technical replicates are shown, unpaired t test). Data are presented as mean ± SEM. Asterisks represent p values: \*\* (p ≤ 0.01), \*\*\* (p ≤ 0.001) and \*\*\*\* (p ≤ 0.0001).

A

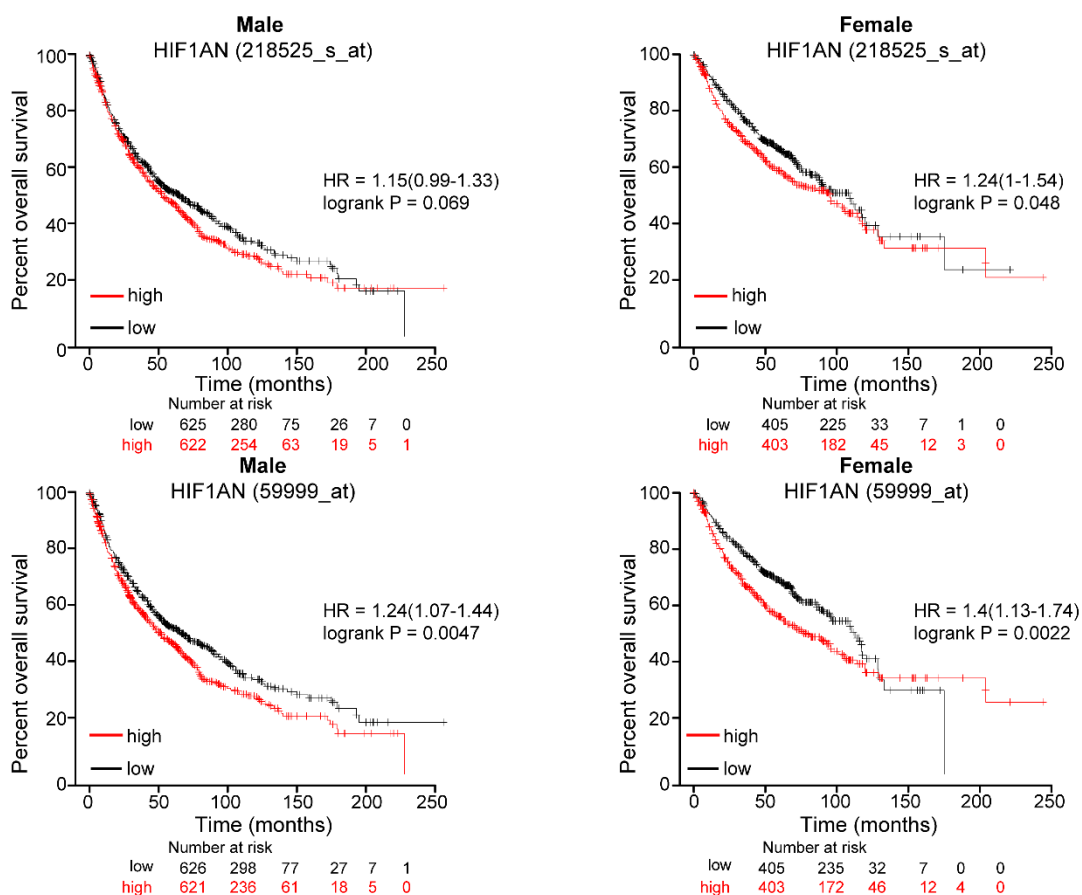

B

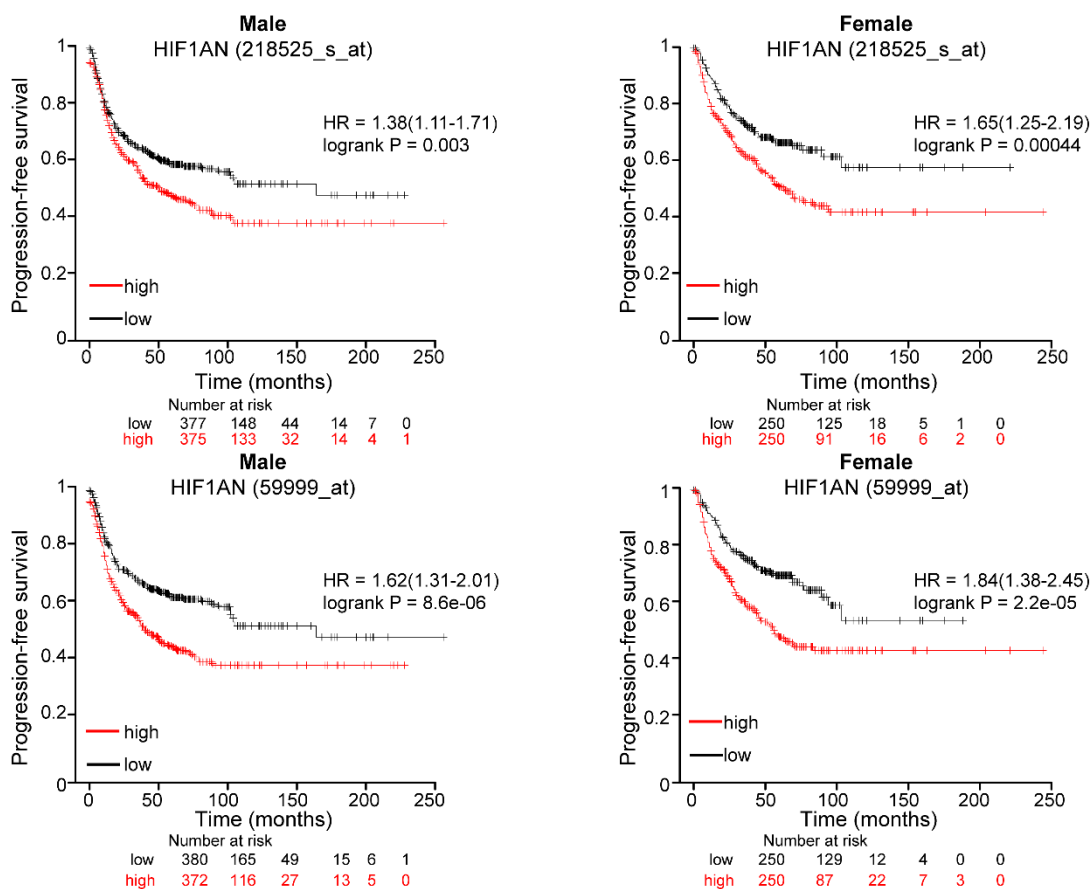

**Supplemental Figure 11. High FIH expression correlates with poor overall and progression-free survival in male and female NSCLC patients. (A)** Kaplan-Meier overall survival plots of lung cancer patients (n=2055) classified by gender: male (n=1247, left panels) and female (n=808, right panels). A log rank test for each panel was performed and p values are indicated. **(B)** Progression-free survival plots of lung cancer patients (n=1252) classified by gender: male (n=500, left panels) and female (n=752, right panels). Affymetrix gene IDs are indicated in each plot.

Full unedited gel for Figure 1B

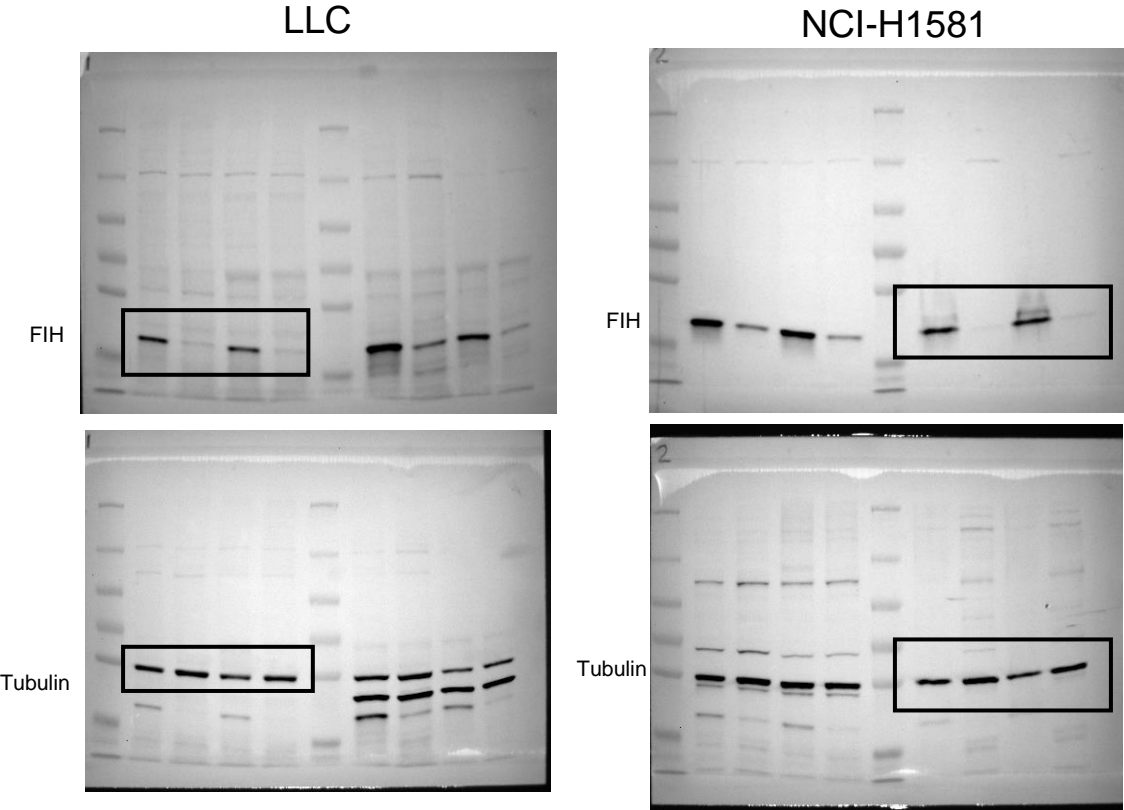

Full unedited gel for Figure 1C

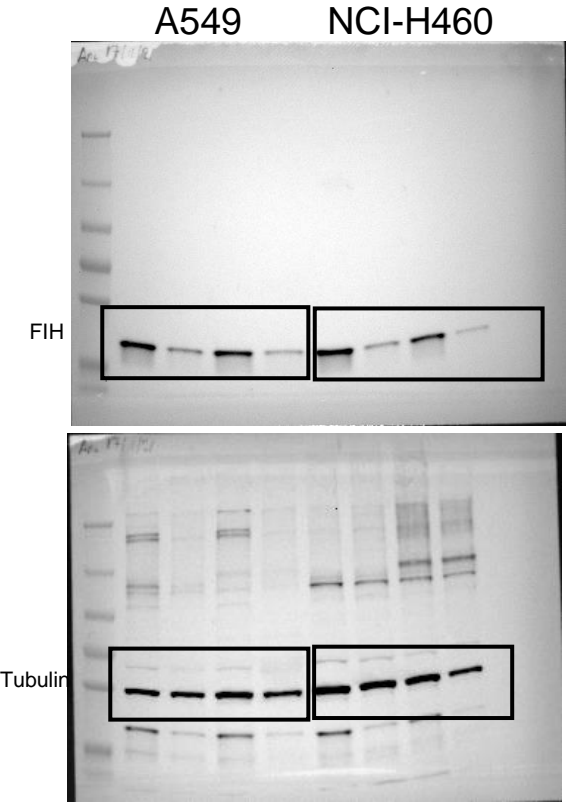

Full unedited gel for Figure 1F

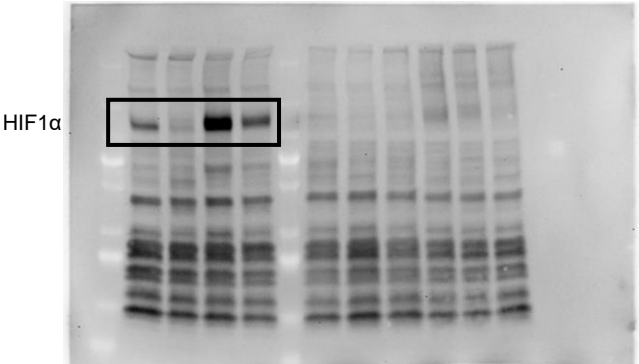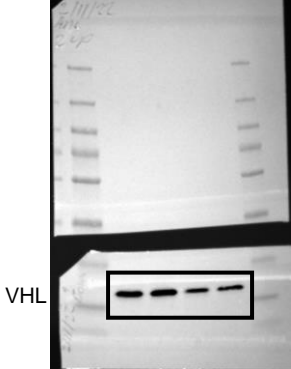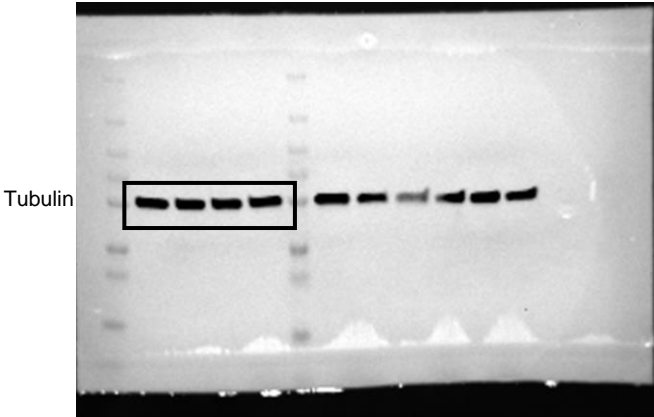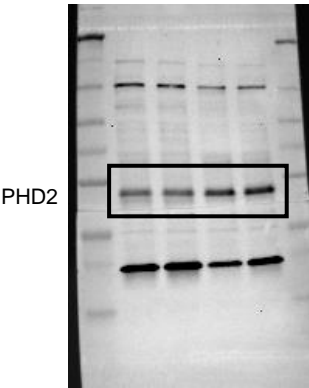

Full unedited gel for Figure 2C

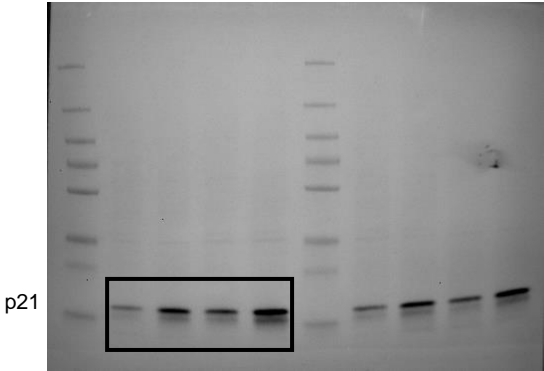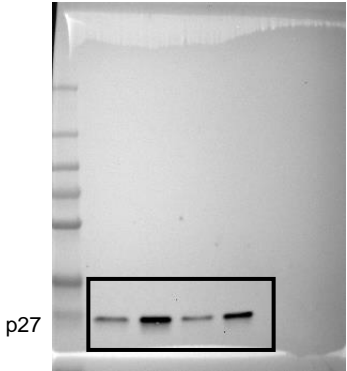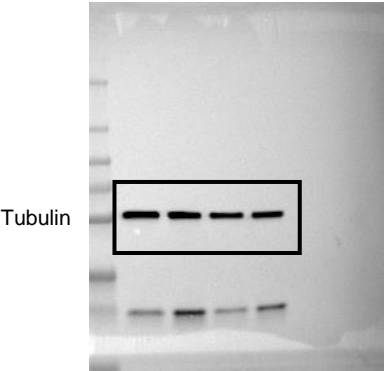

Full unedited gel for Figure 4B

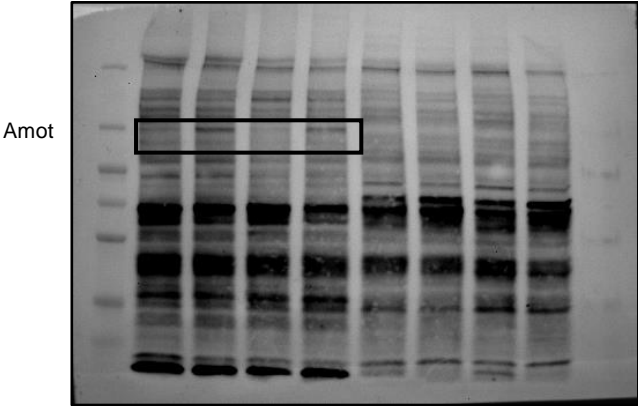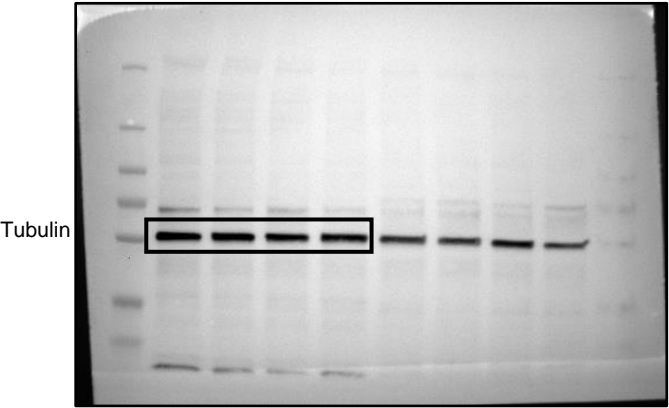

Full unedited gel for Figure 4F

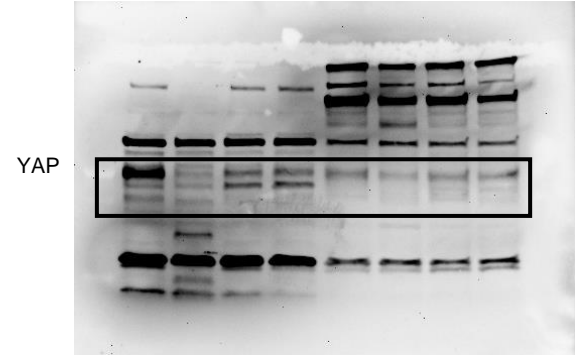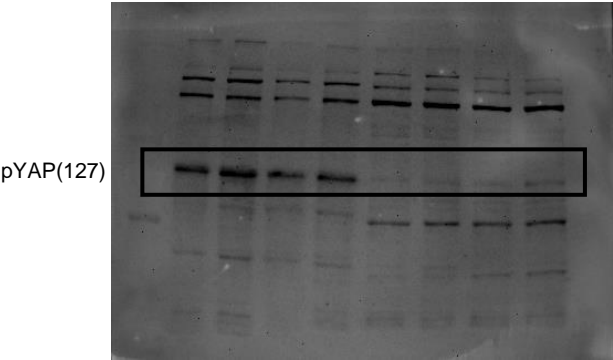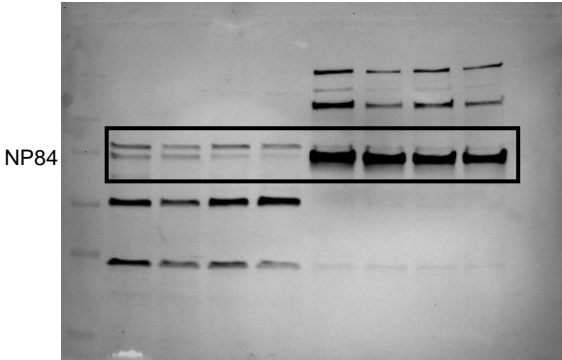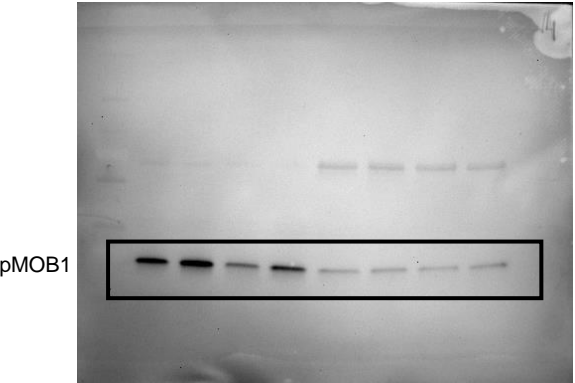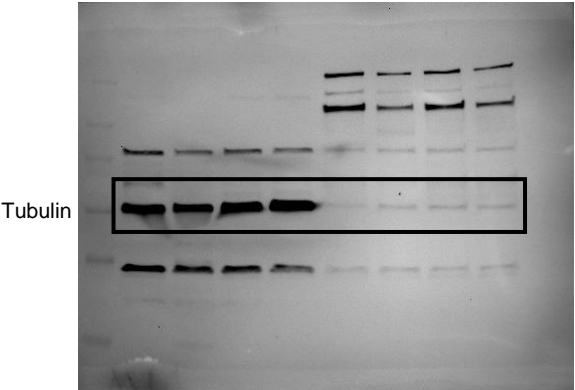

Full unedited gel for Figure 5A

Amot

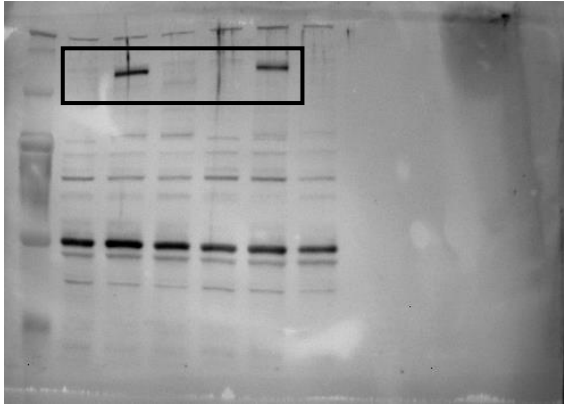

FIH

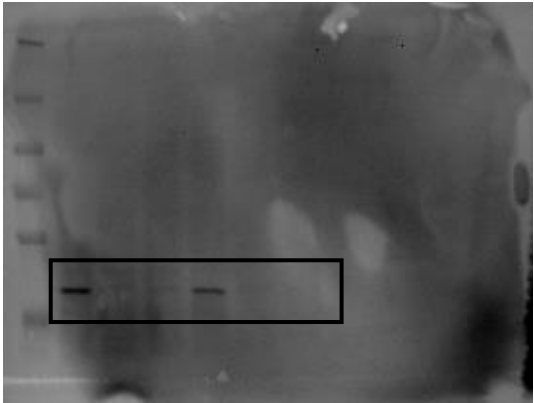

Tubulin

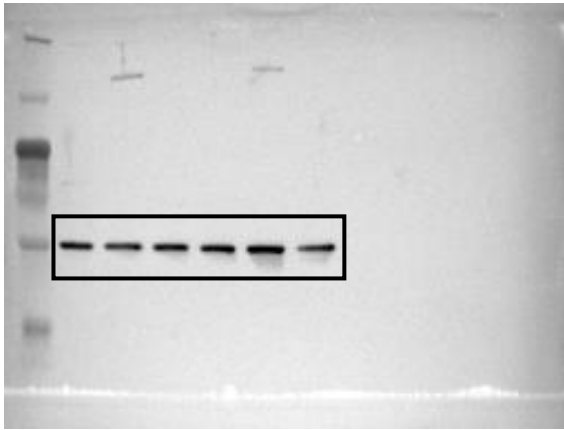

Full unedited gel for Supplemental Figure 2C

LLC mouse cell line

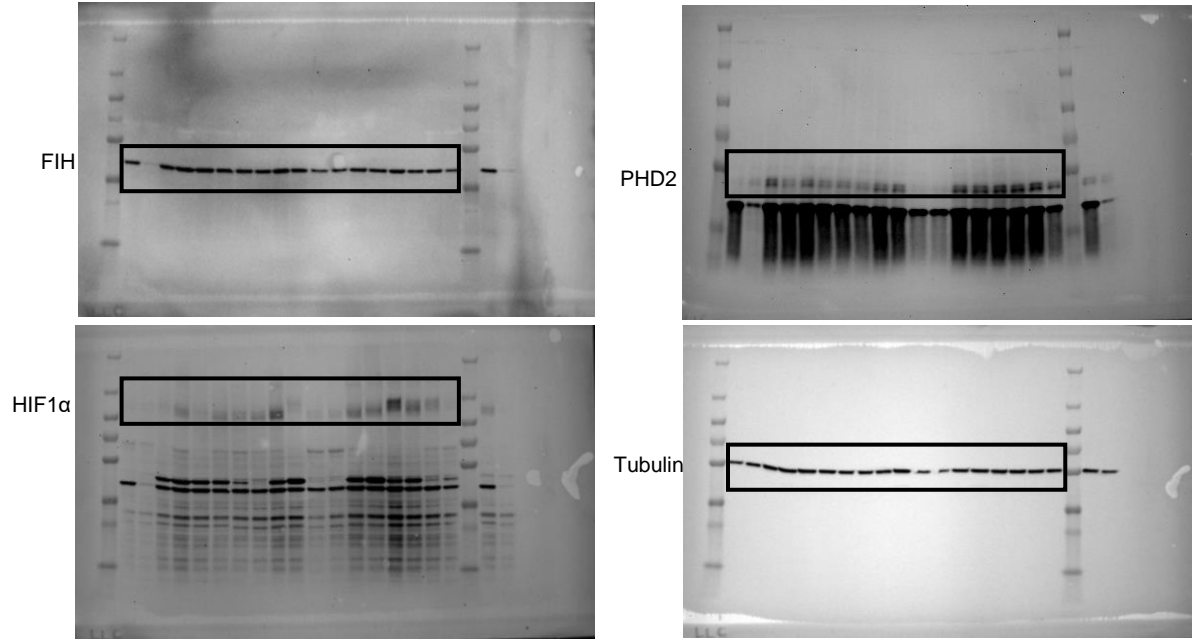

Full unedited gel for Supplemental Figure 2C

NCI-H1581 human cell line

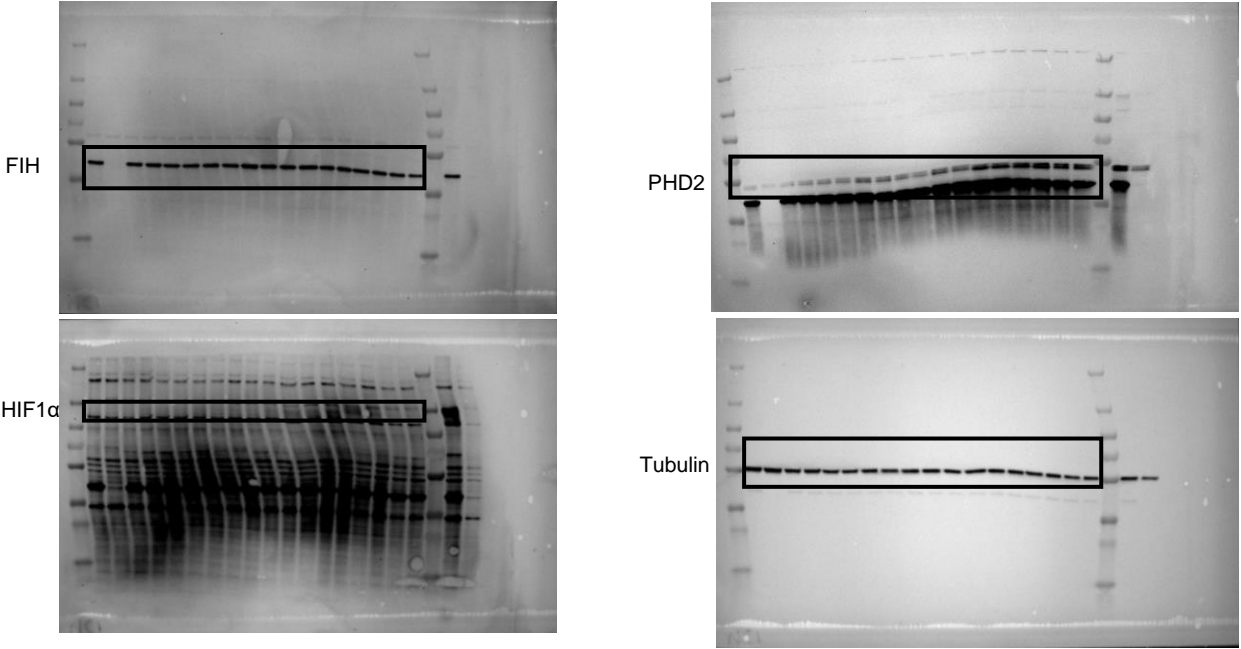

Full unedited gel for Supplemental Figure 5C

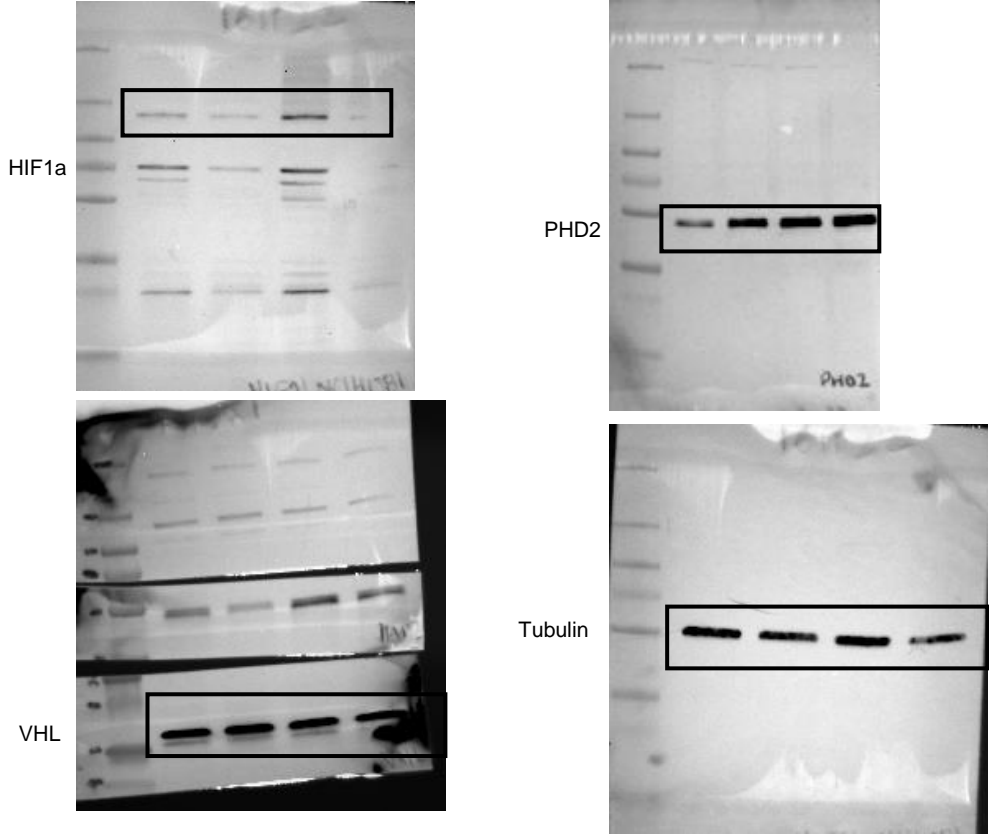

Full unedited gel for Supplemental Figure 7A

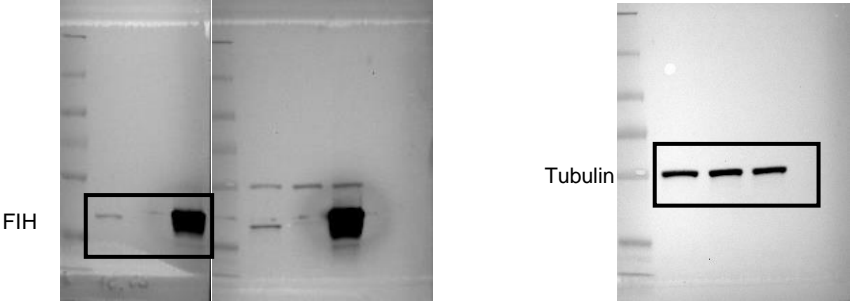

Full unedited gel for Supplemental Figure 10A

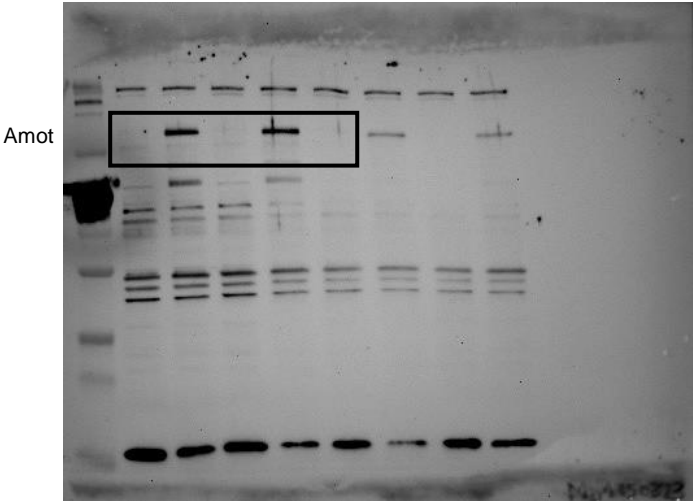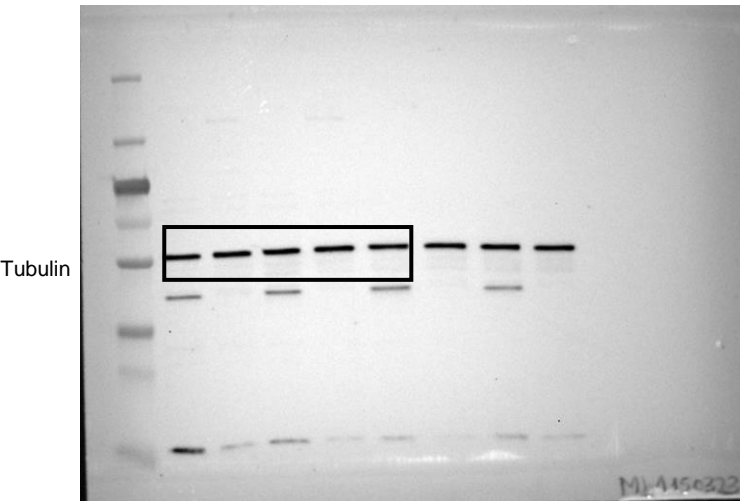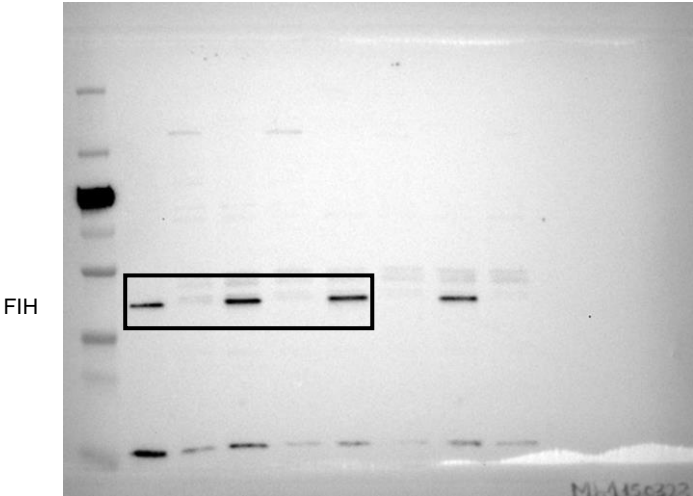

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

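RNA-Seq was performed on Lewis lung carcinoma (LLC) cells, WT and FIH-KO, cultured for 16 hours at 21% or 1% O2, with 2 libraries in each of the 4 groups and 8 libraries in all. The authors demultiplexed the reads with bcl2fastq, aligned them to the mouse genome GRCm39 with STAR and counted them per gene with HTSeq. The deposited values are these raw counts of 53700 genes, whole numbers without normalization, and every library column was used. The paper's text does not name the annotation release, the strand setting of the counting or the handling of reads that map to several places. Library totals ran from 14519731 to 18177016 counts. Groups were taken from the sample labels and matched to the paper's description of the experiment.

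Gene positions were taken from GENCODE for GRCm39, in which 52610 of the identifiers (97.97%) were found, 3172 of them with another symbol. Symbols are given as the paper or the count table writes them. The sequence searches used the GRCm39 reference with pysam 0.24.0 in Python 3.11.15. Tables were handled with pandas 2.3.3, and the plots were drawn with matplotlib 3.10.9.

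The counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr by group (13933 genes kept), TMM normalization, one quasi-likelihood model with a mean for each of the 4 groups, and Benjamini-Hochberg adjustment in each comparison, with a threshold of 0.05 on the adjusted p. The common biological coefficient of variation was 11.7%. The comparisons were FIH-KO against WT cells in normoxia and in hypoxia, hypoxia against normoxia in WT and in FIH-KO cells, and the difference between the oxygen conditions in the effect of FIH-KO. The thresholds of the volcano plots were an adjusted p under 0.05 and an absolute log2 fold change over 2. Gene panels and chromosome sets (chromosomes with at least 50 tested genes) were tested with camera of limma 3.58.1 on voom values, with the inter-gene correlation preset at 0.01. The panels were S phase, G2/M phase, Myc targets, interferon response, p53 pathway, apoptosis, ROS, HIF targets and YAP/TAZ targets. Further lists, reported gene by gene, were the Hippo and Amot family, sex chromosome markers, the genes named from RNA-Seq in the paper, and the genes measured by qPCR or immunoblot in the paper.

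Genes were named by a rule: every gene of the paper's lists, and the 5 that rose and the 5 that fell most in FIH-KO cells among genes with an adjusted p under 0.05 in both oxygen conditions, the same direction in both and a mean of at least 50 counts over the 8 libraries, ranked by the smaller of the 2 absolute log2 fold changes. A fold change against a group in which every library holds 3 counts or fewer is given as a lower bound.

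The alternatives were DESeq2 1.42.0 with its Wald test, RLE size factors or upper-quartile normalization in edgeR, no filter beyond 1 read in any library, at least 10 counts in every library, only the 4 libraries of a comparison in the fit, the replicate number as a term in the fit, and each library left out in turn. For the gene sets they were camera with an estimated correlation, the fry rotation test, and fgsea 1.28.0 on genes ranked by log2 fold change (10000 permutations in its preliminary step). The calls were tested on simulated data with the same libraries. There edgeR called 155 of 194 changed genes (79.9%) and 13 unchanged genes, with 0 in the wrong direction, and DESeq2 called 144 of 200 changed genes and 14 unchanged ones. Each of the 4 set tests called the panel shifted by 0.4 and 0 of 8 random panels. The simulated genes were drawn independently, without correlation between genes. The simulation therefore cannot decide between the set tests for panels of genes that vary together. The assays of the paper other than RNA-Seq, and its human cell lines, were not analysed here.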

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

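The tests of a few strongly changed genes and of copy number for chromosomes 3 and 19, the test of Xist, and both tests on HIF targets were chosen only after the result was seen. The check of chromosomes was itself chosen after X-linked genes were seen among the top genes of the paper's supplemental lists. Those lists come from the same libraries, so the X-linked result is not independent of them.

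Genes of chromosomes 3 and 19 were lower as sets in FIH-KO cells, a signal outside the genes the paper discusses. The median log2 fold change of the tested genes of chromosome 3 was -0.357 in normoxia (adjusted p = 2.1e-10, limma's camera) and -0.41 in hypoxia (adjusted p = 4.6e-10), and that of chromosome 19 was -0.378 (adjusted p = 8.6e-12) and -0.45 (adjusted p = 2.8e-13). Camera called 10 chromosome sets in each condition, and the 6 it called with an estimated correlation included these. The 1159 tested genes of both chromosomes are 8.32% of all tested genes, but 23.9% of the genes called lower in normoxia and 23.5% in hypoxia. Hypoxia itself moved no chromosome's median by more than 0.081 in either genotype. A few strongly changed genes are argued against, since at least 76.0% of the genes of each chromosome were below 0 in each condition. GC content or exon length of their genes is also argued against, because with that trend removed the 4 medians were at or below -0.328, while no other chromosome went below -0.172. With each library left out in turn the medians stayed at or below -0.348, against -0.236 for the lowest of the others, so 1 outlying library is not the source. With genes at the floor of 3 counts set at their bound, the medians in normoxia were -0.35 and -0.375. In blocks of up to 40 neighbouring genes, 30 of the 30 blocks on these chromosomes had a median below 0 in both conditions, but that count decides nothing, because the share of genes below 0 nearly fixes the sign of a block's median. The blocks were uneven, with medians in normoxia from -0.88 (a block of 3 genes) to -0.03 on chromosome 3 and from -0.64 to -0.08 on chromosome 19. A lower copy number of both chromosomes in the FIH-KO cells therefore cannot be told apart from changes of expression along them, since no DNA was measured. An effect of FIH loss on these chromosomes stays open and was not tested, as the labels do not say which clone the FIH-KO libraries came from. Hif1an itself lies on chromosome 19.

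X-linked genes were over-represented among the genes that rose past the volcano thresholds in both conditions, another signal the paper does not report. Of 471 tested X-linked genes, 40 rose (8.49%), against 160 of 13406 autosomal genes (1.19%). The odds ratio was 7.68 (95% interval 5.22 to 11.1, Fisher's exact test, p = 4.7e-20, 1.9e-19 after Benjamini-Hochberg adjustment over the 4 tests of this family). Genes of the same cells are not independent replicates, so the interval and p do not measure a spread between cultures or clones. With genes at the floor set at their bound, 38 against 141 rose, with an odds ratio of 8.25. Low expression in WT cells is argued against, since the odds ratio was 8.24 among genes under 1 CPM in WT cells and 5.46 among the others. Greater variability of X-linked genes in either direction is argued against as well, with an odds ratio of 1.09 for genes that fell (Fisher's exact test, p = 0.83). Xist had between 6879 and 15552 reads per library. Its log2 fold changes were 0.16 in normoxia (adjusted p = 0.53, edgeR) and -0.07 in hypoxia (adjusted p = 0.81), so a loss of Xist expression is argued against. The level of Xist does not measure whether X-linked genes are silenced. What stays open is an effect of FIH loss and a change in the dosage or state of X-linked genes in the FIH-KO cells, neither of which these tests settle. Amot and Col4a5 belong to these genes.

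The effect of FIH-KO differed between hypoxia and normoxia in 4 panels by a test of the difference itself, although 0 single genes did at an adjusted p under 0.05 (edgeR) and 925 (6.64%) had an unadjusted p under 0.05. G2/M phase genes had a median difference of 0.308 (adjusted p = 7.5e-12, limma's camera), p53 pathway genes -0.339 (adjusted p = 2.7e-05), HIF targets 0.248 (adjusted p = 1.8e-05) and Myc targets 0.133 (adjusted p = 0.00014). With fgsea, G2/M phase (adjusted p = 1.3e-06) and p53 pathway genes (adjusted p = 0.0043) were called, and Myc targets (adjusted p = 0.052) and HIF targets (adjusted p = 0.12) were not. With fry, each of the 4 had an adjusted p of 0.85, and with an estimated correlation 0 panels were called; 0 had an unadjusted p under 0.05 in either of these tests. The trend with GC content or exon length is argued against as the whole source, since with it removed the medians were 0.287, -0.416, 0.281 and 0.129. For Myc targets 1 outlying library is in line with the values: without replicate 1 of FIH-KO normoxia the median was -0.0528, and without replicate 2 it was 0.316. For G2/M phase genes the median was 0.0436 without replicate 2 of FIH-KO hypoxia and 0.548 without replicate 1. For the p53 pathway it was -0.133 without replicate 2 of FIH-KO hypoxia and -0.578 without replicate 1. For HIF targets it was 0.0844 without replicate 1 of FIH-KO hypoxia and 0.494 without replicate 2. In these 3 panels an oxygen-dependent effect cannot be told apart from a deviation of 1 FIH-KO hypoxia library, because each group has 2 libraries.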

How the results depend on the processing

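The panels without genes of chromosomes 3, 19 and X were chosen after seeing the data, and every other alternative was set before the data were examined. Without those genes the same 6 panels in normoxia and 4 in hypoxia were called.

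The counts of genes at an adjusted p under 0.05 for FIH-KO, for hypoxia in WT cells and in both oxygen conditions stayed within 1.5 times their value under every alternative that was run. For FIH-KO in normoxia they ran from 3494 with at least 10 counts in every library to 4555 with only the 4 libraries of the comparison, and in hypoxia from 2897 with those 4 libraries to 4264 with no filter. DESeq2 called 3641 genes in normoxia, 3550 of them also called by edgeR, and 3568 in hypoxia, 3433 of them shared. The hypoxia effect in FIH-KO cells gave 1289 genes with only the 4 libraries of the comparison, against 2345. The difference between the oxygen conditions gave 37 genes with DESeq2, 143 with no filter and 5 with the replicate block, against 0. With at least 10 counts in every library, which removes genes near 0 in one genotype, 124 genes in normoxia and 119 in hypoxia passed the volcano thresholds.

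The labels give the groups the same replicate numbers. The deviations of same-numbered libraries had correlations between -0.0104 and 0.193 across genes. The highest were 0.193 for WT and FIH-KO hypoxia and 0.108 for FIH-KO normoxia and hypoxia. Replicate 1 of both FIH-KO groups also held reads of genes at 0 in replicate 2 (Other observations). Whether same-numbered libraries share more than a number is therefore not settled. With the replicate block, 4080 genes were called in normoxia and 4039 in hypoxia, 3873 and 3829 of them also called without it.

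The panel medians are the same under each set test, and the test decides the call. In normoxia S phase (-0.36), G2/M phase (-0.29), Myc targets (-0.60), p53 pathway (0.46) and ROS (0.31) were not called with the estimated correlation (adjusted p from 0.55 to 0.69, limma) or with fry (adjusted p from 0.066 to 0.30), and the interferon response (0.85) was not called with the estimated correlation (adjusted p = 0.15). In hypoxia S phase (-0.30), Myc targets (-0.54) and ROS (0.25) were not called with either (adjusted p from 0.62 to 0.70 and from 0.11 to 0.22), nor the interferon response (0.85) with the estimated correlation (adjusted p = 0.20). The number of panels called was 0 in normoxia and 0 in hypoxia with the estimated correlation, and 1 and 2 with fry. With fgsea it was 7 and 5, with every panel that camera called among them. For the hypoxia effects it was 0 in both genotypes with the estimated correlation, with 1 panel at an unadjusted p under 0.05 in each of these comparisons, against 6 in WT and 3 in FIH-KO cells with camera, 4 and 2 with fry and 5 and 2 with fgsea. For the FIH-KO effects, the chromosome sets called with the estimated correlation were 6 in each oxygen condition, against 10 in each with camera and 15 in each with fry. YAP/TAZ targets gained a call in normoxia with fgsea (-0.11, adjusted p = 0.028 beside limma's values) and in hypoxia with fry (-0.27, adjusted p = 0.048) and fgsea (adjusted p = 0.031). In normoxia their median was 0.041 with at least 10 counts in every library. HIF targets in hypoxia gained a call with at least 10 counts in every library (0.21, adjusted p = 0.0098). The direction of the fgsea score was opposite to the median for HIF targets in hypoxia (0.11, adjusted p = 0.059), for apoptosis in normoxia (0.06), in hypoxia (0.10), in both hypoxia effects (-0.072 in WT, -0.081 in FIH-KO) and in the difference (0.019), for YAP/TAZ targets in the hypoxia effect in WT cells (-0.20), and for G2/M phase in the hypoxia effect in FIH-KO cells (-0.013). With at least 10 counts in every library, the interferon difference became 0.0043 and the median of chromosome 4 in normoxia -0.0307. For these changes the cause was not tested.

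With each library left out in turn, the G2/M phase median in normoxia ran from -0.37 to -0.25 and the interferon median from 0.75 to 1.08 in normoxia and from 0.84 to 1.06 in hypoxia. HIF targets ran from -0.29 without WT normoxia replicate 2 to -0.048 without WT normoxia replicate 1, and in hypoxia from -0.066 without FIH-KO hypoxia replicate 1 to 0.31 without replicate 2. YAP/TAZ targets ran from -0.24 without FIH-KO normoxia replicate 2 to 0.0099 without WT normoxia replicate 1, and in hypoxia from -0.35 without FIH-KO hypoxia replicate 2 to -0.15 without replicate 1. The S phase median in hypoxia ran from -0.54 without FIH-KO hypoxia replicate 2 to -0.12 without replicate 1.

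Values near 0 changed direction for Mob1a, FIH-KO effect in normoxia, with upper-quartile normalization (-0.00372) and with at least 10 counts in every library (-0.00356), and for Mob1a, FIH-KO effect in hypoxia, with DESeq2 (0.00106) and with only the 4 libraries of the comparison (0.00926). Over the chromosomes, the named genes other than Hif1an, and the panels in the hypoxia effects and in the difference, outside the fits that left out a library, 755 values kept their direction and side of the threshold, 41 no longer passed it, 29 newly passed it and 10 changed direction, the 4 of Mob1a among them. With 2 libraries per group, fits that leave one out hold no replicate in that group and are given as effect sizes only. The depth limits folds of genes near 0 in a genotype to lower bounds.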

Differences from the paper's values

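The paper's Supplemental Table 1 gives normalized enrichment scores, WT over FIH-KO, for MSigDB hallmark sets, and the values here are scores from fgsea for panels of other genes on the same topics. For the G2/M checkpoint in hypoxia the paper's score is 1.49 and that of the G2/M phase panel -0.64. For apoptosis the paper's scores are -1.42 in normoxia and -1.26 in hypoxia, against 0.96 and 0.89 for the apoptosis panel. For the hypoxia hallmark in normoxia the paper's score is -1.22, against 1.23 for the HIF targets panel. None of these panel scores was called by fgsea, with adjusted p of 0.97, 0.51, 0.70 and 0.19 in the order given. The medians of the apoptosis panel, FIH-KO over WT, were 0.06 and 0.10. They lie in the direction of the paper's scores, and camera did not call them. The scores were computed in one setting, and the alternatives set before the data were examined were not run on them.

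Figure 3A labels Mcm5 among the changed genes in normoxia. Its log2 fold change was -0.42 with an adjusted p of 0.19 in edgeR, and the alternatives ran from 0.073 to 0.46, so none of them called it. The value was -0.73 without FIH-KO normoxia replicate 2 and -0.17 without replicate 1. Figure 3A labels Bnip3 in hypoxia. Its log2 fold change was 0.43 with an adjusted p of 0.18 in edgeR. The replicate number as a term in the fit called it (adjusted p = 0.035), and the other alternatives did not.

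The paper states from qPCR that FIH deletion raised Vegfa, Bnip3, Phd2, Phd3, Glut1, Hk2, Pgk1, Ldha and Pdk1. In the RNA-Seq libraries Ldha was lower in FIH-KO cells in normoxia, with a log2 fold change of -0.56 (adjusted p = 0.0096, edgeR). Hk2 was at -0.45 (adjusted p = 0.079), Pgk1 at -0.35 (adjusted p = 0.070), Pdk1 at -0.54 (adjusted p = 0.060), Bnip3 at -0.20 (adjusted p = 0.58) and Phd2 (Egln1) at -0.10 there, and Hk2 at -0.13 in hypoxia, where it was 0.13 without FIH-KO hypoxia replicate 2 and 0.088 without WT hypoxia replicate 1. Bnip3 in normoxia was 0.10 without FIH-KO normoxia replicate 2 and 0.22 without WT normoxia replicate 1. Pdk1 in normoxia was -0.93 without FIH-KO normoxia replicate 1 and -0.23 without replicate 2. Phd3 in normoxia was 0.077 and 0.67 without these libraries. In normoxia DESeq2 called Hk2, Pgk1 and Pdk1 lower (adjusted p = 0.048, 0.035 and 0.027), and so did the 4 libraries of the comparison for Hk2 and Pgk1 and the replicate term for Hk2 and Pdk1. In hypoxia Pgk1 was higher in FIH-KO cells, at 0.44 (adjusted p = 0.028), and was called under each alternative with a test except the fit with only the 4 libraries of the comparison (adjusted p = 0.068). Pdk1 and Phd3 (Egln3) were called higher in hypoxia as well, and Vegfa in normoxia. Ldha in hypoxia was 0.32 (adjusted p = 0.097), called higher with DESeq2 (adjusted p = 0.028). Vegfa in hypoxia, at 0.09 (adjusted p = 0.69), Glut1 (Slc2a1), at 0.08 and 0.24, Phd2 in both conditions, at 0.08 in hypoxia, and Phd3 in normoxia, at 0.40 (adjusted p = 0.11), were not called under any alternative. Without FIH-KO hypoxia replicate 1 the values in hypoxia were -0.19 for Vegfa, -0.27 for Slc2a1 and -0.010 for Egln1, and without WT hypoxia replicate 2 they were -0.03 for Vegfa and -0.096 for Egln1. Slc2a1 in normoxia was -0.038 without FIH-KO normoxia replicate 1.

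The paper also states from qPCR that Cyr61, Ctgf, Areg and Myc were lower in FIH-KO cells. Cyr61 (Ccn1) was at -0.35 in normoxia (adjusted p = 0.50, edgeR), where it was 0.45 without WT normoxia replicate 1, and -0.79 in hypoxia (adjusted p = 0.097), where only the fit with the 4 libraries of the comparison called it (adjusted p = 0.035). Ctgf (Ccn2) had between 0 and 15 counts and was not tested. The paper states that Cdca3 and Aurkb were dysregulated. Cdca3 was at -0.41 in normoxia (adjusted p = 0.063), called with the 4 libraries of the comparison (adjusted p = 0.0094) and with the replicate term (adjusted p = 0.046), and at -0.11 in hypoxia (adjusted p = 0.63), where it was 0.14 without FIH-KO hypoxia replicate 1. Aurkb was lower in normoxia, at -0.49 (adjusted p = 0.012), and was called there under every alternative with a test. In hypoxia it was at -0.20 (adjusted p = 0.27) and was not called by any alternative.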

Other observations

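The test of hypoxia-induced transcription for Amot and both tests on the reads in replicate 1 were chosen only after the result was seen.

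For Amot, which was higher in FIH-KO cells, cleavage at the gene by the Hif1an guide is argued against, because 0 sites with up to 4 mismatches lie within 10000 bases of it. The nearest such site on the X chromosome, with 4 mismatches, lies outside that distance, at 144425468 to 144425487, and cleavage there was not tested. Hypoxia in WT cells changed Amot by -1.22 on the log2 scale (adjusted p = 0.0063, edgeR), so its RNA was not induced by hypoxia there. That does not decide whether HIF raises Amot in FIH-KO cells, because hypoxia and FIH loss are not the same change. By the paper's account FIH stays active at lower oxygen than the PHDs do. Its ChIP found more HIF binding at the Amot promoter after hypoxia and after FIH deletion. A change of copy number or of silencing that covers the Amot region cannot be told apart from a change at the gene: the median log2 fold change in normoxia was 0.24 over the 4 expressed genes within 2000000 bases, and their SD was 1.80. An effect of FIH loss stays open.

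For Hif1an, the 54 expressed genes within 2000000 bases had a median of -0.33 in normoxia with an SD of 1.04, and 41 of them were below 0, against -1.20 for Hif1an. Hif1an lies within that spread, so loss of 1 or more copies of the region cannot be told apart from a change at the gene. For Myc, the 6 expressed genes within the same distance had a median of -0.60 in normoxia with an SD of 1.94, and 4 were below 0, so a change of copy number of the Myc region cannot be told apart from a change at Myc with this few genes.

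X-linked genes as a set had a median of 0.08 in normoxia (adjusted p = 0.073, limma's camera) and 0.14 in hypoxia (adjusted p = 8.7e-04). With the estimated correlation the set was called in neither condition (adjusted p = 0.32 and 0.12), and with fry in both (adjusted p = 0.014 and 0.0060). At least 3 autosomes had a higher median in each condition, but whole autosomes moved in these cells and are no neutral reference. Of the 12 blocks of neighbouring X-linked genes, 10 had a median above 0 in both conditions and 0 had one below 0 in both. A clone-wide change in X-chromosome dosage therefore cannot be told apart from other changes of X-linked genes. The trend with GC content or exon length of X-linked genes is argued against, with a median in hypoxia of 0.168 after it was removed. Of the chromosome sets that rose, chromosome 2 had medians of 0.23 and 0.21 and chromosome 16 of 0.23 and 0.18.

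Some genes with at least 100 counts in WT cells had 0 counts in replicate 2 of the FIH-KO libraries and 3 or more in replicate 1: 9 in normoxia and 14 in hypoxia, against 0 and 0 in the reverse direction. Lower depth of replicate 2 is argued against, because its total was 106% of that of replicate 1 in normoxia, where the 9 genes were seen; in hypoxia it was 94.5%. A small share of WT RNA in replicate 1 was examined on genes chosen in the other oxygen condition. The rule of this choice was not that of the counts above, since 10 genes were chosen in normoxia against 9 counted there. Over 14 genes chosen in hypoxia, the level in replicate 1 in normoxia was a median of 4.15% of the WT level, from 2.25% to 15.3% (Efemp1), with 14 of 14 higher in replicate 1. One common share was rejected there (chi-square test by simulation, p = 1e-04, the smallest that the simulations can give). Over 10 genes chosen in normoxia, the median in hypoxia was 2.07%, 8 were higher in replicate 1 and 1 was lower, and a common share was not rejected (chi-square test by simulation, p = 0.66). WT RNA in replicate 1 cannot be told apart from low expression in the FIH-KO cells of that culture, because the genes are near the floor and the conditions give unlike answers.

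By fitted value, the genes that fell most in both conditions were Vldlr (chromosome 19), Adgrl2 (chromosome 3), Peg3 (chromosome 7), Gm773 (X chromosome) and Add3 (chromosome 19). Vldlr was at least 15.3-fold lower in FIH-KO cells in normoxia and had a log2 fold change of -6.40 in hypoxia (adjusted p = 8.8e-06, edgeR). Adgrl2 had log2 fold changes of -6.41 and -6.15, Peg3 of -6.02 and -7.05, and Add3 of -5.78 and -6.46. Peg3 had an adjusted p of 4.7e-05 in normoxia in edgeR and of 0.055 with DESeq2, the highest of its alternatives, which went down to 1.7e-05. Gm773 was at -5.83 in normoxia and at least 89.3-fold lower in hypoxia. In replicate 2 of FIH-KO normoxia each of these genes had 0 counts, so that without replicate 1 the fitted value rests on the prior count, as for Add3 (-10.09) and Adgrl2 (-10.97). In replicate 2 of FIH-KO hypoxia Vldlr, Peg3, Gm773 and Add3 had 0 counts as well. Without replicate 1 the hypoxia values were -13.00 for Vldlr, -13.22 for Peg3 and -10.91 for Add3.

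HIF targets rose with hypoxia, with a median log2 fold change of 1.52 in WT cells (adjusted p = 1.6e-28, limma's camera) and 1.82 in FIH-KO cells (adjusted p = 2.7e-44), and were also called in both genotypes with fry (adjusted p = 0.0035 in each) and with fgsea (adjusted p = 1.2e-12 and 2.0e-19). With an estimated correlation 0 panels of these comparisons were called, with 1 in each at an unadjusted p under 0.05. Of the 48 genes, 9 were measured by qPCR in the paper. At an adjusted p under 0.05 in edgeR, hypoxia changed 4509 genes in WT cells (2349 higher, 2160 lower) and 2345 in FIH-KO cells (1231 higher, 1114 lower). The difference between the genotypes gave 0 genes at that threshold and 925 at an unadjusted p under 0.05.

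Of the 17 genes of the Hippo and Amot family, 3 rose in normoxia (Amot, Tead3 by 1.35 and Amotl2 by 0.62 on the log2 scale) and 2 fell (Tead4 at -1.01 and Nf2 at -0.50). In hypoxia 2 rose (Amot and Tead3, by 1.03) and 2 fell (Tead4 at -0.89 and Nf2 at -0.43). Of 11 sex chromosome markers, 3 were tested (Ftx, Jpx and Xist) and 0 were called in either condition, nor was any at an unadjusted p under 0.05. The list made of genes the paper measured by qPCR or immunoblot holds 24, of which 23 were tested. It includes Ankrd1, which the paper's text and figure legends do not name and which was called in both conditions. In normoxia 9 had an adjusted p under 0.05 over all genes and 13 adjusted over the list alone, and in hypoxia 8 and 8. Areg was at -1.06 in normoxia (adjusted p = 0.029, edgeR) and -0.85 in hypoxia (adjusted p = 0.048), and Ankrd1 at -1.58 (adjusted p = 0.0023) and -2.08 (adjusted p = 0.0011). With DESeq2 the adjusted p of Areg was 0.091 and 0.19, the highest of its alternatives, which went down to 0.0017 and 0.027. In hypoxia Areg was also not called with only the 4 libraries of the comparison (adjusted p = 0.11, edgeR) or with at least 10 counts in every library (adjusted p = 0.055), and its value was -1.62 without FIH-KO hypoxia replicate 1 and -0.35 without FIH-KO hypoxia replicate 2. Cdkn1a, the gene of p21, was at 0.94 in normoxia (adjusted p = 0.0023) and 0.21 in hypoxia (adjusted p = 0.41), where it was -0.12 without FIH-KO hypoxia replicate 1. Cdkn1b, the gene of p27, was at 0.38 (adjusted p = 0.096) and 0.09 (adjusted p = 0.72), the second being -0.047 without WT hypoxia replicate 1. Its normoxia value was 0.089 without FIH-KO normoxia replicate 1 and 0.63 without replicate 2. Egln3 rose in hypoxia, by 0.85 (adjusted p = 0.0039, edgeR), and so did Pdk1, by 0.64 (adjusted p = 0.025). Hif1a was at -0.21 in both conditions, Yap1 at -0.18 (adjusted p = 0.22) and -0.19 (adjusted p = 0.19), Vhl at -0.04 and -0.11, and Mob1a at 0.01 and -0.02. In normoxia Vhl was 0.017 without FIH-KO normoxia replicate 1 and 0.009 without WT normoxia replicate 1, and Mob1a was -0.045 without FIH-KO normoxia replicate 1 and -0.004 without WT normoxia replicate 2. In hypoxia Mob1a was 0.0099 without FIH-KO hypoxia replicate 1.

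Single genes of the panels with strong changes, chosen after their values were seen, were Psmb8 (4.66 in normoxia, 3.17 in hypoxia), Irf7 (3.47 and 2.43), Nqo1 (2.15 and 1.84), Trp53inp1 (2.18 and 1.65), Btg2 (2.21 and 1.56), Hells (-1.06 and -1.01), Eif4e (-1.16 and -0.88) and Nolc1 (-1.16 and -1.07), each a log2 fold change of FIH-KO over WT cells.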
